# Identification of intima-to-media signals for flow-induced vascular remodeling using correlative gene expression analysis

**DOI:** 10.1038/s41598-021-95403-x

**Published:** 2021-08-09

**Authors:** John Kolega, Kerry E. Poppenberg, Hee-Woong Lim, Liza C. Gutierrez, Sricharan S. Veeturi, Adnan H. Siddiqui, Hamidreza Rajabzadeh-Oghaz, Vincent M. Tutino

**Keywords:** Experimental models of disease, Extracellular signalling molecules, Mechanisms of disease, Aneurysm, Blood flow, Cellular signalling networks, Gene ontology

## Abstract

Changes in blood flow can induce arterial remodeling. Intimal cells sense flow and send signals to the media to initiate remodeling. However, the nature of such intima-media signaling is not fully understood. To identify potential signals, New Zealand white rabbits underwent bilateral carotid ligation to increase flow in the basilar artery or sham surgery (n = 2 ligated, n = 2 sham). Flow was measured by transcranial Doppler ultrasonography, vessel geometry was determined by 3D angiography, and hemodynamics were quantified by computational fluid dynamics. 24 h post-surgery, the basilar artery and terminus were embedded for sectioning. Intima and media were separately microdissected from the sections, and whole transcriptomes were obtained by RNA-seq. Correlation analysis of expression across all possible intima-media gene pairs revealed potential remodeling signals. Carotid ligation increased flow in the basilar artery and terminus and caused differential expression of 194 intimal genes and 529 medial genes. 29,777 intima-media gene pairs exhibited correlated expression. 18 intimal genes had > 200 medial correlates and coded for extracellular products. Gene ontology of the medial correlates showed enrichment of organonitrogen metabolism, leukocyte activation/immune response, and secretion/exocytosis processes. This demonstrates correlative expression analysis of intimal and medial genes can reveal novel signals that may regulate flow-induced arterial remodeling.

## Introduction

Blood flow exerts fluid shear stress on the endothelial lining of arteries. When flow changes, the associated changes in shear stress elicit endothelial responses that alter the vessel wall to accommodate the new flow^1–3^. Although it is endothelial cells (ECs) that directly experience the shear stress, most of the changes in vessel architecture result from activities of the underlying vascular smooth muscle cells (VSMCs). During transient changes in flow, such as the increase that occurs during exercise, ECs respond to the altered shear stress within seconds^4^, sending signals that modulate VSMC contractility to produce vasodilation. The vessel enlarges, but the change is temporary and subsides over the course of several minutes to ~ 2 h when the stimulus is removed^5^. In contrast, sustained changes in shear stress cause long-term structural remodeling of the vessel wall involving changes in cell number and matrix architecture. Flow-sensitive EC signals that regulate VSMC contractility are well characterized, but long-term remodeling appears to be mediated by different mechanisms^6^ and is less understood.

Remodeling requires degradation and synthesis of extracellular matrix (ECM), and thus local production of matrix metalloproteases^7,8^. In some vessel expansion, at least a portion of this matrix turnover can be attributed to inflammatory cells, such as macrophages, invading the vessel wall in response to cytokines and adhesion molecules produced by ECs^9,10^ Inflammatory infiltrates contribute to the degradation and synthesis of extracellular matrix (ECM) and secrete factors promoting growth, proliferation, and/or apoptosis of VMSCs^11,12^. However, removal of endothelium, which would give circulating macrophages direct access to the media, inhibits remodeling both in the case of expansive remodeling under chronic high flow (in response to arteriovenous fistula^13^), and when vessels reduce their diameter under chronic low flow (after partial occlusion^14^). Furthermore, we have shown that when flow is elevated in rabbit basilar arteries (BAs), VSMCs upregulate inflammatory markers and metalloproteases, even before any infiltrating cell populations can be detected^15,16^. These observations suggest that EC signals can directly trigger flow-induced remodeling behavior in resident VSMCs.

Studies have shown that shear stress modulates EC expression of many diffusible signals, including VEGF^17^, PDGF^18,19^, TGF-β^20^, a variety of cytokines^21^, and nitric oxide^22,23^, each of which can stimulate remodeling-related behaviors in VSMCs, such as migration, proliferation, and extracellular matrix production. PDGF expression correlates with constrictive remodeling in response to low flow^24^; genetic knockout of TGF-β receptor in VSMCs inhibited constrictive remodeling in mouse carotid arteries^25^; and both growth factors contribute to recruitment and maturation of mural cells during vessel development^26^. Nitric oxide has been strongly implicated in stimulating arterial enlargement, with several groups showing that disruption of its production prevents or diminishes expansive remodeling under elevated flow^27–31^. However, despite the existing catalog of pathways for EC-to-VSMC communication, the specific molecular events that link stimulation of the intima by flow to structure-altering responses in the media remain sparsely characterized.

In the present study, we demonstrate a strategy for identifying potential molecular signals between endothelium and smooth muscle during flow-induced arterial remodeling. Specifically, we performed transcriptome profiling in the intima and media of rabbit BAs subjected to various flow conditions, and then looked for parallel changes in intimal and medial gene expression that are consistent with a signal-response relationship. We found multiple intimal genes that encode transmittable signals and whose expression correlated with flow-induced changes in medial genes that are involved in arterial remodeling. This correlative approach identified novel potential avenues for crosstalk between ECs and VSMCs related to flow-induced arterial remodeling. The results suggest that vessel structure may be regulated by multiple flow-sensitive signals, and demonstrate that correlative analysis of intimal and medial gene expression is a powerful tool for further dissection of the complex control of arterial structure.

## Results

### Flow environments

Flow in the basilar arteries (BAs) of rabbits was modulated by surgically ligating both common carotid arteries for 24 h^4,5,53^. This resulted in a sustained increase in flow in the BA, as determined by transcranial Doppler (TCD) measurements (Supplemental Fig. 1). Wall shear stress (WSS) in the BA and at the basilar terminus (BT) was computed from the flow velocity and vessel geometry (determined by 3D angiography) using computational fluid dynamics (CFD). Figure 1A,B show that WSS is slightly higher at the BT than in the BA, and that the increased flow after ligation was accompanied by increased WSS throughout the BA (average WSS = 40 Pa in ligated rabbits vs. 10 Pa pre-ligation or in sham animals) and an even larger increase at the BT (from ~ 20 Pa in unligated animals to ~ 130 Pa after ligation). We also calculated oscillating flow index, cross flow index, WSS gradient in the direction of flow and transverse WSS at each location (Supplemental Fig. 2). Ligation produced no consistent changes in oscillating flow index or cross flow index, while both longitudinal and transverse gradients in WSS tended to increase in parallel with higher WSS, as would be expected.

**Figure 1:**
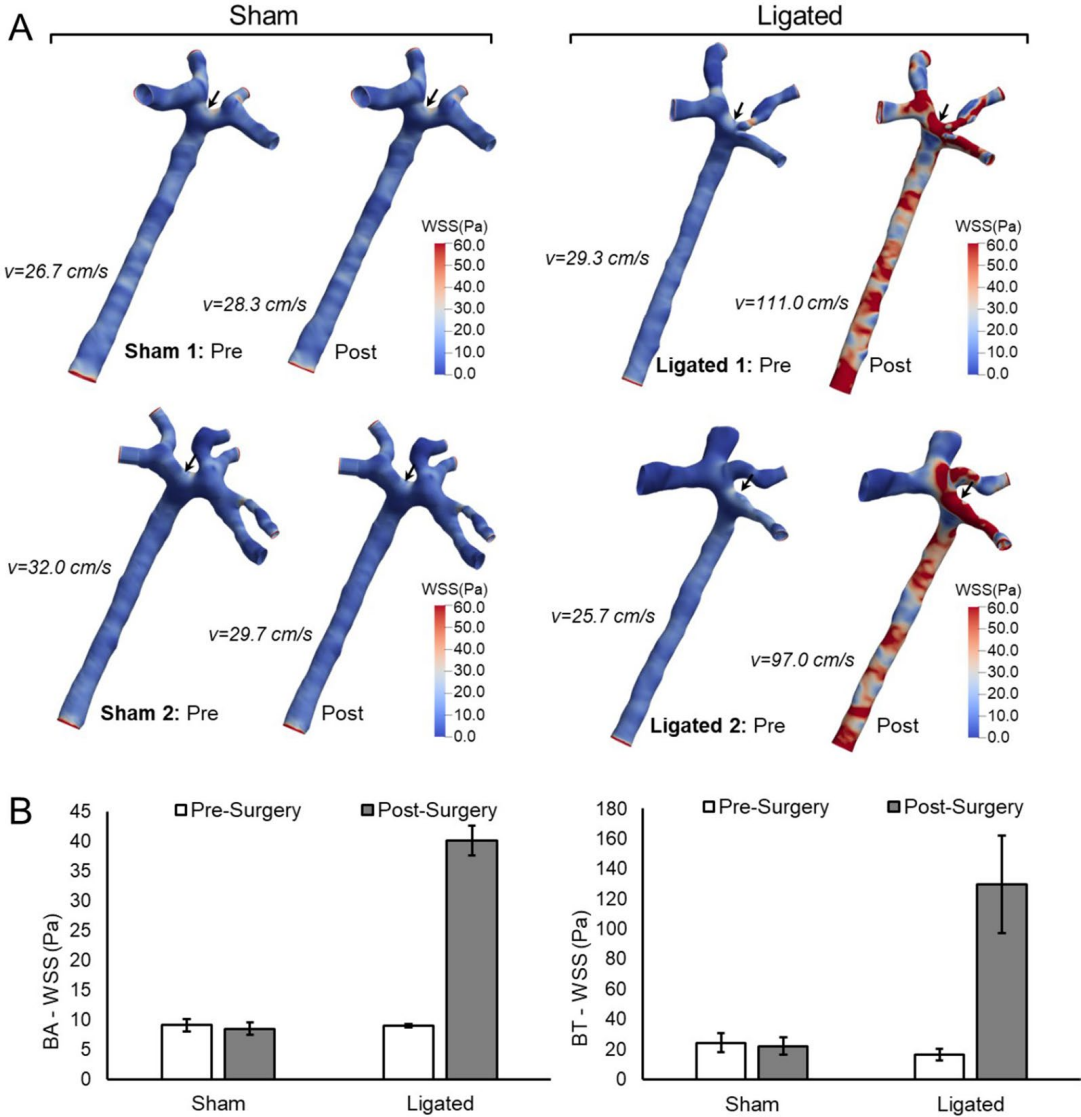
WSS at the BA and BT before and after carotid ligation. (**A**) 3D renderings showing the distribution of WSS at the luminal surface of the BA and BT. WSS was calculated by CFD as described in Materials and Methods based on the indicated flow rates, which were measured by TCD sonography. (**B**) Average WSS values are shown for each location and condition. WSS in the BA was averaged over the length of the vessel, the value for the BT was averaged over the vessel surface within a 1 mm diameter sphere centered at the apex of the bifurcation (arrow). WSS is higher at the BT than the BA, and is increased at both locations after ligation, while sham surgery had no effect.

### Separation of intimal and medial tissue from discrete flow environments

Tissue was harvested for analysis of gene expression 24 h after ligation, which is well past the window for activating vasodilation or constriction. Apoptosis, matrix degradation, and medial thinning are evident by 48 h after ligation^15^, so gene expression persisting after 24 h represents sustained responses that may contribute to long-term remodeling. In order to examine gene expression in ECs and VSMCs at locations subjected to different WSS, we performed RNA-seq on intima and media from four different flow environments: (1) the straight portion of the BA in animals with normal flow, (2) the regions flanking the apex of the BT in animals with normal flow, where WSS is slightly higher than in the BA, (3) the BA after carotid ligation, where WSS is elevated, and (4) the BT after ligation, where the highest levels of WSS were found (Fig. 1). The tissues were obtained by cutting frozen sections of the arteries and using laser microdissection to collect the desired regions. BA tissue was collected in longitudinal strips distributed over the full length of the straight portion of the artery proximal to the BT, and BT tissue was collected from the wall flanking the bifurcation apex, extending 400–500 µm downstream into the branches on each side (Supplemental Fig. 3). The dissected materials correspond to the regions over which WSS is averaged for the graphs in Fig. 1B, and for later comparisons of gene expression relative to local WSS.

Note that laser microdissection allowed us to obtain separate samples from the intima and from the media at each location. Thus, 16 samples were obtained: from the intima and media of the BA and BT of two rabbits with ligated carotid arteries and from the same locations in two un-ligated rabbits. cDNA libraries were then constructed from each sample. 

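RNA was laser-microdissected from the intima or the media of the BA or the BT 24 h after surgery, and each of the 16 libraries held the tissue of 1 rabbit at 1 location. Rabbits 3 and 4 had sham surgery, and rabbits 5 and 6 had ligated carotid arteries. The authors amplified the RNA as cDNA, aligned the reads to the rabbit genome oryCun2 with STAR, kept reads that mapped to a single place, and counted the reads on the exons of each gene with featureCounts. The deposited values are these counts, without normalization, for 13788 gene symbols and 1 entry without a symbol. The entry without a symbol took 13.8% to 18.7% of the counts of a library and was left out. Of the gene symbols, 11925 had a count in at least 1 library. Expression was computed as CPM, the counts of a gene scaled to a common library size, with TMM scaling. Sham and ligated tissues came from different rabbits, so each comparison of ligated with unligated animals set 2 libraries against 2 and could not be paired. Comparisons of the intima with the media were paired, because both layers came from the same rabbit and location. Differences between replicate rabbits were larger than counting noise, with a Pearson chi-square per degree of freedom between the 2 libraries of a group from 22.5 in the ligated BA media to 456 in the sham BA intima.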

Based on RNA-seq performed at a depth of > 5 × 50 reads, we found that in each sample > 70% of reads aligned to exons. Expression of the endothelial markers, *PECAM1*, *VWF*, and *CDH*5 was minimal or undetectable in medial samples and abundant in the intimal samples. *PECAM1* expression was on average 34-fold higher in the intima; *VWF* expression 12-fold higher, and *CHD5* at least 7-fold higher (*CHD5* was undetectable in two media samples and so “infinitely more abundant” in the corresponding intima). 

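The intima to media ratio of each endothelial marker was computed for the 8 pairs of libraries from the same rabbit and location, with TMM scaling over all 16 libraries, and averaged over the pairs. The mean ratio of PECAM1 was 31.4 ± 39.2 (SD, n = 8 pairs), with a range from 3.00 to 114 in the ligated BA of rabbit 6, and 19.7 without that pair. PECAM1 was higher in the intima in 8 of 8 pairs (exact two-sided sign-flip permutation test on the log2 ratio, p = 0.00781, the smallest that 8 pairs allow, and 0.0117 after Benjamini-Hochberg adjustment over the 6 cell markers). For VWF the mean ratio was 10.9 ± 8.82 (SD, n = 8 pairs), and 7 of 8 pairs had more in the intima (same exact test, p = 0.0156). The exception was the ligated BT of rabbit 5, where the intima held 241 CPM and the media 333 CPM. CDH5 had no count in 2 media libraries, the sham BT of rabbit 3 and the ligated BA of rabbit 6, and for these pairs the ratio was taken against the 3 counts that a count of 0 allows. Its mean ratio was thus at least 16.7 (SD 25.8, n = 8 pairs) and rested largely on the ligated BA pair of rabbit 6, with at least 78.8. Without that pair the mean was 7.81. CDH5 was higher in the intima in 8 of 8 pairs. The 8 pairs came from 4 rabbits, and taking the mean CPM of the 8 intimal libraries over the mean CPM of the 8 medial libraries, without the replicate block, gave a ratio of 7.38 for PECAM1, 5.16 for VWF and 5.95 for CDH5.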

Because the intima is very thin and extremely close to the media, it was impossible to collect the full thickness of the endothelial layer without obtaining some smooth muscle during laser microdissection. Thus, there was a greater proportion of medial “contamination” in the intimal samples. 

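DES was lower in the intima than in the media in 8 of 8 pairs, as was ACTA2, and MYH11 was lower in 7 of 8 pairs. The level of DES in the intima was on average 27.7% ± 23.5 of that in the media (SD, n = 8 pairs), from 4.70% in the ligated BT of rabbit 5 to 83.0% in the sham BA of rabbit 3, and 19.8% without the latter pair. For ACTA2 the average was 43.2% ± 25.3 (SD, n = 8 pairs) and for MYH11 52.2% ± 34.0 (SD, n = 8 pairs). The exact two-sided sign-flip test gave p = 0.00781 for DES and for ACTA2, and p = 0.0156 for MYH11. MYH11 was higher in the intima only in the sham BA of rabbit 3, at 120% of its level in the media.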

In the intima, average levels of the smooth-muscle markers, *DES*, *ACTA2*, and *MYH11,* were 18%, 37%, and 43% of the levels in the media, respectively. Relative expression of the endothelial and smooth-muscle markers for each pair of intima-media tissues are shown in Supplemental Fig. 4. Principal component analysis of gene expression levels in the 16 samples showed separation of intimal from medial samples at both locations, as well as separation between samples exposed to normal versus high flow (Fig. 2A,B; Supplemental Fig. 5).

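Principal components were computed over the 8 libraries of each location on log2(count + 1), centred and not scaled, for the 11925 genes with a count. At the BA, the first component (PC1) held 40.4% and the second (PC2) 19.5% of the variance. At the BT, they held 33.6% and 23.8%. Each component was tested by an exact two-sided permutation test of 4 against 4 libraries, whose smallest p is 0.0286. At the BA, PC1 gave an exact p = 0.143 for intima against media and 0.0571 for sham against ligated animals. This test did not use the pairing of the layers within rabbits. On PC1 at the BA, the intima of rabbits 3, 4, 5 and 6 lay at -161, -123, -9.05 and 27.3. The media lay at -47.4, 10.5, 174 and 129, above the intima in each rabbit. On PC1 at the BT, the intima lay above the media in each rabbit. At the BT, PC1 gave an exact p = 0.0571 for the layers and 0.8 for flow, and PC2 separated sham from ligated libraries (exact p = 0.0286). In the plane of both components, a straight line parted the 4 intimal from the 4 medial libraries and the 4 sham from the 4 ligated libraries at both locations. Of the 35 ways to split 8 libraries into equal groups, a line could part 4 at the BA and 7 at the BT. PC1 followed the log10 of the total count per library, with Pearson's r of 0.968 in absolute value at the BA (Spearman's rho 1, exact permutation p of r = 2.48e-05, adjusted p = 0.000149 over 12 relations) and 0.936 at the BT (rho 0.952, exact p = 0.00062, adjusted p = 0.00186). Without the 2 libraries farthest from the median total, r was 0.932 and 0.919. The alternative that moved the share of PC1 at the BA most was log2(CPM + 1), which scales each library by its size. PC1 then held 28.4% of the variance there. Its r with the total count was 0.0804 at the BA (exact p = 0.851) and 0.408 at the BT (exact p = 0.313). For PC2, r was 0.739 in absolute value at the BA (exact p = 0.0360, adjusted p = 0.0864) and 0.560 at the BT (exact p = 0.151). PC2 at the BA also separated sham from ligated libraries under this scale (exact p = 0.0286), so flow and depth cannot be told apart on it. Scaling genes to unit variance moved the other 3 shares most, and PC1 and PC2 held 47.3% and 13.5% at the BA and 40.2% and 17.7% at the BT.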

**Figure 2:**
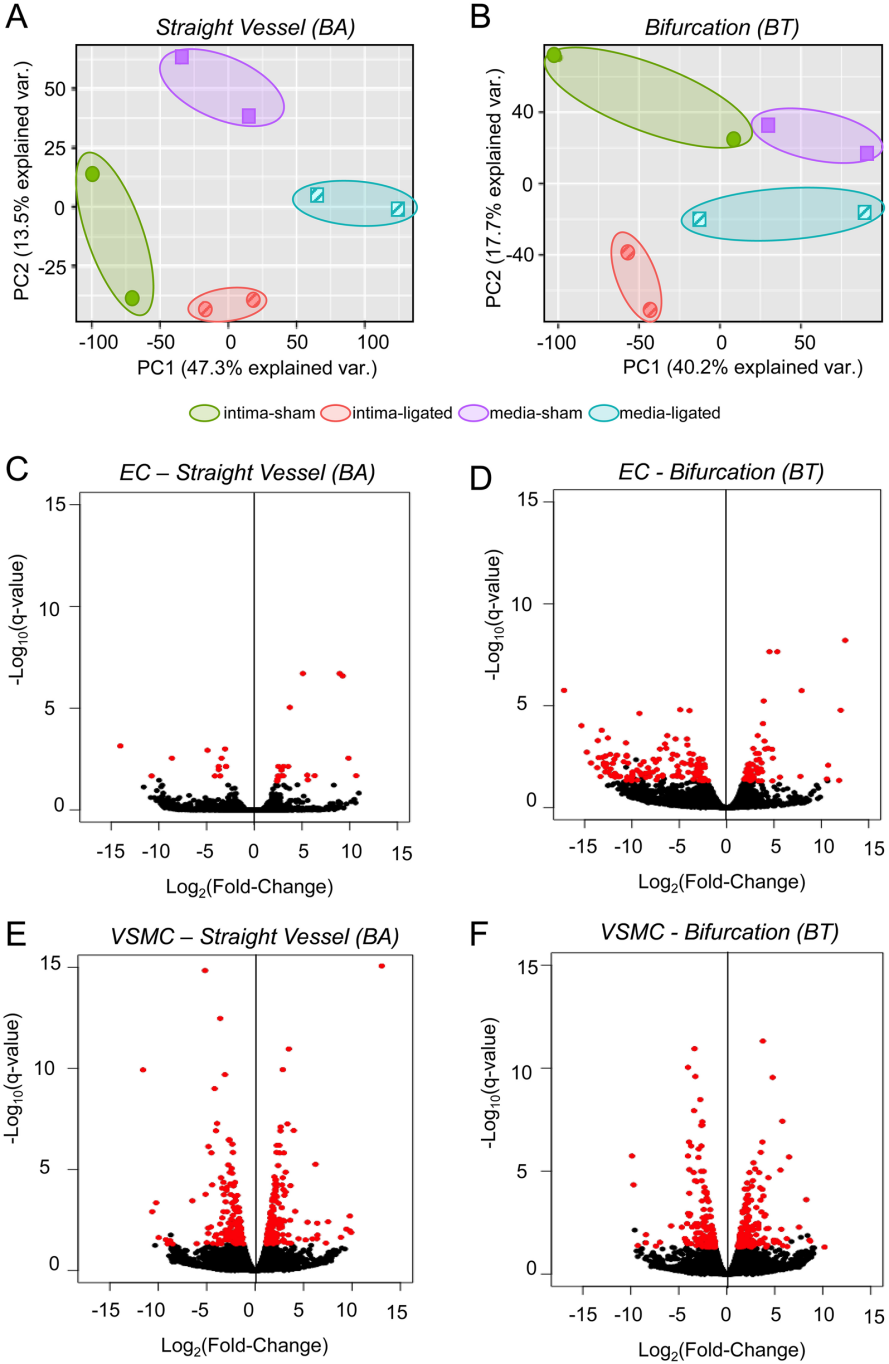
Principal component analysis of gene expression levels in the 16 samples, and differential expression analysis. (**A**, **B**). Principal component analysis was performed on the gene expression levels for all genes that had a count sum > 0 across all samples. The first two principal components for the collective gene expression in each sample are plotted for samples from (**A**) straight vessel segments and (**B**) bifurcations. In both cases, intima samples (circles) are spatially separated form media samples (squares). In addition, sham tissues (solid symbols) are distinguished from tissues taken from ligated animals (hatched symbols). Colored ellipses indicate paired duplicates from 2 different rabbits. (**C**–**F**) Gene expression in tissues from ligated and unligated rabbits was compared by RNA-seq. Volcano plots show fold change and p-value for comparisons at BA intima (**C**), BT intima (**D**), BA media (**E**), and BT media (**F**). Each dot represents one gene, and red dots indicate DEGs, i.e. detectable genes with q-value < 0.05.

We also found no detectable expression of the genes encoding CD14, 16, 19, 64 or 68, cell surface markers found on monocyte, macrophages, and B- and T-cells in the transcriptomes of ligated or unligated animals. This supports our previous reports that there is little or no infiltration of the artery wall by inflammatory cells during the early stages of flow-induced remodeling^15,16^, and is consistent with endothelial and smooth muscle cells being the dominant contributors to our intimal and medial transcriptomes.

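CD14 had counts in all 16 libraries, from 402 to 1400 in the 8 intimal libraries and from 9 to 170 in the 8 medial libraries. Its level was 54.7 to 121 CPM in the intima (median 64.5) and 2.36 to 27.8 CPM in the media (median 10.4). It was higher in the intima in 8 of 8 pairs, with a mean ratio of 12.0 ± 13.9 (SD, n = 8 pairs, exact two-sided sign-flip permutation test, p = 0.00781). The highest ratio was 43.0 in the ligated BA of rabbit 6, and the mean was 7.51 without that pair. Mean CD14 in the intima was 63.1 ± 10.0 CPM in the sham BA (SD, n = 2 rabbits), 86.0 ± 21.8 in the ligated BA, 57.9 ± 1.28 in the sham BT and 87.8 ± 46.9 in the ligated BT. The genes encoding CD16 (FCGR3A), CD64 (FCGR1A) and CD68 were not analysed here. From the leukocyte markers, the paper reasons that inflammatory cells infiltrated the artery wall little or not at all at this stage, and proposes that endothelial and smooth muscle cells dominated the transcriptomes of their layers.

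**Figure D1:**
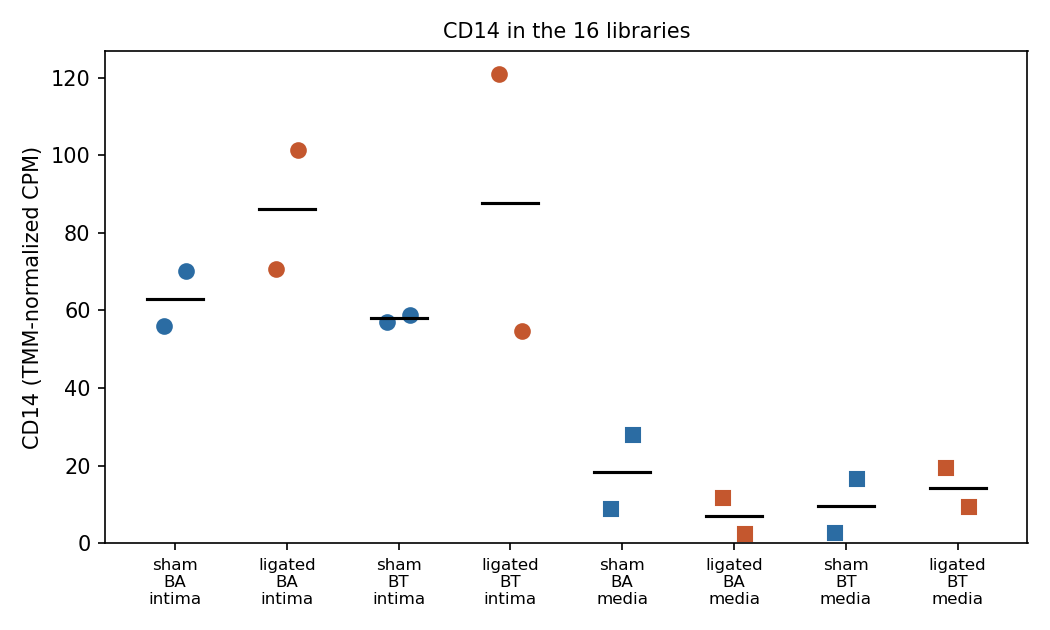
CD14 in each of the 16 libraries, in TMM-normalized CPM, by flow group, location and layer. Each point is 1 library, circles are intima and squares are media, blue is sham and orange is ligated, and each line is the mean of 2 libraries. The intimal libraries lie between 54.7 and 121 CPM and the medial libraries between 2.36 and 27.8 CPM.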

### Differential gene expression in the intima under high flow

Comparison of RNA-seq data for tissues from ligated versus unligated animals revealed numerous genes in both the intima and media whose expression was detectable, i.e. genes with maximum average expression > 1 reads per kilobase of transcript per million mapped reads (RPKM) in each group. 

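Gene lengths were not used here, so the detection threshold was a mean above 1 CPM in at least 1 of the 2 groups compared, in place of RPKM. It left 8974 genes to test in the BA intima, 9273 in the BT intima, 8800 in the BA media and 8783 in the BT media. Each comparison of 2 ligated with 2 sham libraries was fitted on its own with edgeR's quasi-likelihood F test, in the form of the edgeR release that the methods name. The common biological coefficient of variation between replicate rabbits was 0.810 in the BA intima, 0.807 in the BT intima, 0.713 in the BA media and 0.640 in the BT media.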

We defined differentially expressed genes (DEGs) as those that had a false discovery rate corrected p-value (q-value) < 0.05 for any comparison (Fig. 2C–F). 

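With edgeR's quasi-likelihood F test and a q-value threshold of 0.05, 0 genes passed in the BA intima and 0 in the BT intima. The smallest q-value was 0.208 in the BA and 0.247 in the BT. At an unadjusted two-sided p below 0.05, expression was increased for 226 genes and decreased for 308 in the BA, and increased for 399 and decreased for 680 in the BT. In a check on simulated counts with the spread of these libraries, 200 genes were changed by 3 on the log2 scale. The same test found 66% of them in the BA intima, with 12 false among 144 calls, and 63% in the BT intima, with 8 false among 134. The changed genes were all among the more abundant ones, so these shares do not cover the less abundant genes tested. The alternative that moved the count most was DESeq2's Wald test in the BT intima, with 591 genes past the threshold (116 in the BA intima), and in the BA intima the inclusion of all genes with a count, with 123 (346 in the BT intima). DESeq2 made 28.2% and 29.7% false calls on the simulated counts of the 2 comparisons. With edgeR's exact test, chosen after these counts had been seen, 42 genes passed in the BA intima (23 increased, 19 decreased) and 257 in the BT intima (84 increased, 173 decreased), and 8.51% and 8.45% of its calls on the simulated counts were false.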

In the intima, there were 31 DEGs in the straight BA segment (19 with increased expression, 12 with decreased expression) and 180 DEGs at the BT bifurcation (54 with increased expression, 126 with decreased expression) (Fig. 2C,D). These include 21 genes that were differentially expressed at both locations.

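Of the 8603 intimal genes tested at both locations, none passed the q-value threshold at both. The change with ligation was also compared between the BT and the BA directly, as an interaction of location and flow over the 8 intimal libraries. No gene of 9641 passed (smallest q-value 1.00), and 301 had an unadjusted p below 0.05. Comparing the BT with the BA intima within sham rabbits gave 0 genes past the threshold, with 198 at an unadjusted p below 0.05, and 0 within ligated rabbits, with 260. The BA and BT libraries of a flow group came from the same 2 rabbits. With rabbit as a replicate block, added after these counts had been seen, 10 genes passed in sham rabbits, all higher in the BT (smallest q-value 0.000369, 489 at an unadjusted p below 0.05), and 0 in ligated rabbits (smallest q-value 0.211, 221 at an unadjusted p below 0.05). With the block, 1 residual degree of freedom remains. On simulated counts of the sham intima, 200 of the more abundant genes were changed by 3 on the log2 scale. The fit with the block found 91.5% of them, with 8 false among 191 calls, and the fit without it found 0%. These counts were drawn with a separate mean for each rabbit and the spread of the fit with the block. They thus assume the block and cannot show whether it suits the real libraries.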

Examination of the gene ontologies associated with these expression changes revealed patterns consistent with production of signals for transmission to VSMCs in the media (Supplemental Table 1). Intimal DEGs that were upregulated in straight vessels after ligation were enriched in terms associated with hormone regulation, secretion/export, and hydrogen peroxide production. Hydrogen peroxide is a known vasoregulator of cerebral and mesenteric arteries^32–35^. Hormone regulation was also the most significant biological process returned by gene ontology of upregulated genes at the BT. Upregulated intimal genes at the BT were additionally associated with inflammatory response, regulation of fluid and coagulation, and numerous processes related to cell movement, possibly reflecting a wound-type response. Meanwhile, DEGs that were downregulated by increased flow were enriched for keratan sulfate catabolism in the intima of straight-vessels, and, in the intima at bifurcations, downregulated DEGs were enriched for biological processes involved in regulation of hydrolase and peptidase activities and chemotaxis, again suggesting a wound-like phenotype.

### Differential gene expression in the media under high flow

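In the BA media, 71 of the tested genes passed a q-value of 0.05 (38 with increased expression, 33 with decreased expression), and in the BT media 206 passed (102 increased, 104 decreased). The 2 genes with the smallest q-value in each direction were named. ANKRD1 rose from 24.6 and 11.2 CPM in the BA media of the sham rabbits to 2449 and 1961 CPM in the ligated rabbits, a log2 fold change of 6.93 (standard error 0.49, q = 0.00159, edgeR quasi-likelihood F test, n = 2 against 2), and by a log2 fold change of 7.04 (standard error 0.55, q = 0.000154) in the BT media. The second gene with increased expression was CRYAB in the BA (log2 fold change 3.47, standard error 0.26, q = 0.0020) and TIMP1 in the BT (3.77, standard error 0.31, q = 0.000173). With decreased expression they were APOD (-3.61, standard error 0.25, q = 0.00159) and DPEP2 (-5.18, standard error 0.50, q = 0.0103) in the BA, and PRUNE2 (-3.40, standard error 0.36, q = 0.00115) and ABI3BP (-3.35, standard error 0.36, q = 0.00115) in the BT. In the fit over all 16 libraries, APOD in the BA media and PRUNE2 and ABI3BP in the BT media did not pass the threshold. Across the settings set out in advance, the count ranged from 7 to 507 genes in the BA media and from 19 to 557 in the BT media. The median log2 fold change of all tested genes was -0.15 in the BA media and 0.03 in the BT media. Scaling by library size alone moved it to -0.29 and 0.18, and the DEGs then numbered 86 (33 increased) and 194 (126 increased).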

Comparison of gene expression in the media of ligated versus unligated animals revealed 334 genes that were differentially expressed in the BA (190 with increased expression, 144 with decreased expression) and 303 genes at the BT (159 with increased expression, 144 with decreased expression) (Fig. 2E,F). 

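Of the 8215 medial genes tested at both locations, 35 passed the threshold at both, against 1.78 expected from the numbers of DEGs (Fisher's exact test, two-sided, p = 4.99e-38, across genes that are not independent replicates). The BA and BT libraries came from the same 4 rabbits, so the expected number, the p and the shared direction are not those of independent comparisons. All 35 changed in the same direction, 17 with increased and 18 with decreased expression. Together the BA and BT media had 242 DEGs. The change with ligation differed between the BT and the BA for 2 of the 9368 genes tested over the 8 medial libraries, and 602 genes had an unadjusted p below 0.05. APOD fell with ligation by more in the BA than in the BT (difference in log2 fold change, BT minus BA, 2.86, standard error 0.42, q = 0.0426, edgeR quasi-likelihood F test). For CP the difference was 2.65 (standard error 0.41, q = 0.0426), with a decrease in the BA and an increase in the BT. With rabbit as a replicate block, 47 genes passed, including both of these.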

113 genes were differentially expressed at both locations. Gene ontologies of the DEGs in the media were indicative of extensive nuclear re-organization as well as re-structuring at the whole-cell level (Supplemental Table 2). In straight vessel segments, DEGs that were upregulated by increased flow were associated with biological processes related to DNA synthesis and telomere maintenance, and RNA/protein localization in Cajal bodies and the nucleus, reflecting altered nuclear structure. Biological processes involved in cell and tissue rearrangement were also overrepresented, including multiple terms for extracellular matrix and integrin signaling; development and remodeling; and cell migration and localization. Finally, the ontologies returned significant terms for leukocyte activation, cytokines, and responses to stress and chemical/organic substances, possibly reflecting pathways that recruit other local and systemic cells for remodeling responses. Significant terms associated with DEGs that had decreased expression were related to ECM organization and cell adhesion.

At the BT bifurcation, flow-increased DEGs in the media were associated with wound healing, locomotion, and remodeling, and with immune cell activity and responses to chemical and organic substances, as was found in straight segments. In addition, coagulation, hemostasis and secretion/exocytosis were overrepresented biological processes at the BT, consistent with extracellular remodeling events. Terms associated with down-regulated DEGs included matrix/structure organization, hydrolase activity, adhesion, and muscle development. Such changes may reflect VSMCs de-differentiating from the so-called contractile state to a more synthetic phenotype, which occurs during vascular remodeling^15,16,36^.

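A list of 15 genes of the contractile VSMC phenotype, fixed before the counts were seen, was tested in each comparison with limma's camera. In the BT media, 10 of the 13 list genes tested had lower expression in ligated animals, with a median log2 fold change of -0.60 (camera with an inter-gene correlation of 0.01, two-sided, adjusted p = 0.000321 over 40 list tests). The adjusted p was 0.133 with limma's fry and 0.673 with an estimated inter-gene correlation, and 0.00186 when libraries were scaled by size alone. Over all tested genes, 2 of the 13 passed a q-value of 0.05, and 4 passed when adjusted over the list alone. These 2 were MYH11 (log2 fold change -1.70, standard error 0.33, q = 0.0221) and LMOD1 (-1.50, standard error 0.34, q = 0.0438). DES moved the other way (1.05, standard error 0.41, q = 0.229). In the BA media, 8 of the 13 genes were lower, with a median of -0.14 (limma's camera, adjusted p = 0.913), and MYH11 had a log2 fold change of -1.16 (standard error 0.36, q = 0.218). The difference between the locations was not tested for the list. From the ontologies of its medial DEGs, the paper proposes that VSMCs shifted from the contractile to a more synthetic phenotype.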

### Potential intimal signals for medial remodeling

When flow increases in a vessel, ECs in the intima are exposed to increased WSS. In order for this to elicit remodeling behaviors by the VSMCs in the media, ECs presumably express and release transmittable signal(s). Of the 194 flow-modulated intimal DEGs, 49 code for extracellular products (Table 1). 

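Of the 49 genes of Table 1, 47 were tested in the BA intima and 49 in the BT intima. At the BT, all 45 genes that Table 1 marks as significant had the direction of the table, each with an unadjusted two-sided p below 0.05, and 0 had a q-value below 0.05 over all genes tested. Adjusted over the list alone, 47 of the 49 passed, which is not independent evidence, because the list was chosen on these libraries. At the BA, the 10 genes that the table marks had its direction and an unadjusted p below 0.05, and 0 had a q-value below 0.05, while 15 of 47 passed when adjusted over the list alone. Of the 34 genes with decreased expression at the BT, all were higher in the sham library of rabbit 3 than in both ligated libraries, and 32 were higher in that of rabbit 4, against 38.7% of all tested genes. Rabbit 3 supplied a median of 80.6% of the CPM of the 2 sham libraries over these genes and more than 90% for 12 of them. Without rabbit 3, the log2 fold change of 5 of the 34 genes fell to less than 50% of its value, as for HP from -9.05 to 0.01 and for IGFBP2 from -5.08 to 0.42, and without rabbit 4 it did so for 0.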

The expression of 10 of these extracellularly-expressed DEGs were significantly affected by increased flow in straight vessels (3 were upregulated and 7 were downregulated), and 44 exhibited significant changes at bifurcations (11 upregulated and 33 downregulated). To examine whether the products encoded by these intimal genes were likely to be affecting VSMCs in the media, we looked for correlations between intimal and medial gene expression.

**Table 1:** Intimal DEGs encoding extracellular products.

DEG	Product class	Bifurcation		Straight vessel	
		Log2(F-C)	q-value	Log2(F-C)	q-value
**Up-regulated genes**					
*CHI3L2*	Enzyme	11.88	0.0469^a^	0.00	1.0000
*SERPINA6*	Other	10.72	0.0084^a^	5.06	0.4320
*HBEGF*	GF	4.80	0.0014^a^	1.08	1.0000
*TIMP1*	Cytokine	4.52	0.0000^a^	3.74	0.0000^a^
*ADAMTS9*	Peptidase	4.08	0.0013^a^	2.70	0.1782
*SERPINE1*	Other	3.91	0.0000^a^	2.49	0.0216^a^
*SEMA3F*	Other	3.39	0.0022^a^	2.12	0.3327
*BMP2*	GF	3.35	0.0497^a^	0.34	1.0000
*IL15*	Cytokine	3.11	0.0142^a^	1.79	0.6464
*PLAT*	Peptidase	2.77	0.0261^a^	1.35	0.8802
*ADAMTS6*	Peptidase	2.63	0.0456^a^	1.74	0.6622
*GLIPR1*	Other	1.06	0.5043	2.42	0.0340^a^
**Down-regulated genes**					
*PTN*	Growth factor	− 17.17	0.0000^a^	− 7.86	0.2483
*PROS1*	Other	− 14.76	0.0019^a^	− 1.58	1.0000
*MFAP5*	Other	− 12.86	0.0030^a^	− 9.54	0.1498
*VIT*	Other	− 12.80	0.0030^a^	1.44	1.0000
*CST6*	Other	− 12.76	0.0107^a^	− 8.97	0.3702
*C1QA*	Other	− 12.48	0.0186^a^	− 0.78	1.0000
*TTR*	Transporter	− 12.18	0.0275^a^	− 7.27	0.7186
*C2*	Peptidase	− 11.60	0.0265^a^	− 2.14	1.0000
*CXCL10*	Cytokine	− 11.55	0.0027^a^	3.42	0.7338
*NID2*	Other	− 10.86	0.0056^a^	− 0.75	1.0000
*C1QTNF7*	Other	− 10.64	0.0007^a^	− 8.63	0.0029^a^
*CXCL11*	Cytokine	− 10.15	0.0322^a^	− 0.88	1.0000
*BMP3*	Growth factor	− 9.57	0.0045^a^	− 0.12	1.0000
*HP*	Peptidase	− 9.10	0.0080^a^	− 1.54	1.0000
*C1QC*	Other	− 8.76	0.0056^a^	− 1.71	1.0000
*ITIH2*	Other	− 8.61	0.0206^a^	1.24	1.0000
*IGF1*	Growth factor	− 8.54	0.0339^a^	0.80	1.0000
*PLA2G7*	Enzyme	− 8.30	0.0112^a^	− 3.68	0.7504
*LYPD6*	Other	− 7.78	0.0182^a^	− 9.65	0.0609
*RSPO3*	Kinase	− 6.86	0.0664	5.41	0.9693
*ANGPTL4*	Other	− 6.76	0.0253^a^	− 2.53	0.9693
*NDP*	Growth factor	− 6.71	0.0583	− 10.76	0.0216^a^
*SPP1*	Cytokine	− 5.39	0.0004^a^	− 4.13	0.0216^a^
*IGFBP2*	Other	− 5.12	0.0286^a^	− 2.92	0.6982
*OGN*	Growth factor	− 4.91	0.0000^a^	− 2.19	0.3549
*SERPINF1*	Other	− 4.70	0.0322^a^	1.87	0.9852
*CYTL1*	Cytokine	− 4.14	0.0008^a^	− 3.74	0.0073^a^
*LUM*	Other	− 4.07	0.2310	− 14.04	0.0007^a^
*OMD*	Other	− 3.91	0.0000^a^	− 2.94	0.0073^a^
*ISG15*	Other	− 3.56	0.0024^a^	0.01	1.0000
*LCAT*	Enzyme	− 3.52	0.0417^a^	− 1.14	1.0000
*ABI3BP*	Other	− 3.21	0.0196^a^	− 3.57	0.0216^a^
*CYR61*	Other	− 3.12	0.0126^a^	− 1.61	0.7504
*SELENOP*	Other	− 2.83	0.0040^a^	− 1.84	0.3549
*COL14A1*	Other	− 2.82	0.0117^a^	− 0.79	1.0000
*IGFBP6*	Other	− 2.81	0.0042^a^	− 0.52	1.000
*SAMD9L*	Other	− 2.41	0.0483^a^	0.92	1.000

All genes whose expression was significantly different between ligated and unligated animals in the intima of bifurcations (BT) or straight vessels (BA) and whose product was classified as extracellular in the Ingenuity Pathway Analysis database are listed.

*DEG* differentially expressed gene, *F-C* fold-change.

^a^Significantly different expression between ligated and unligated.

For each intimal DEG, we compared its expression across the eight sample locations (BA and BT in two ligated and two unligated animals) with the expression of each individual medial DEG at the same location. 

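A pair of genes was counted when Pearson's r over the 8 rabbit-locations was above 0.9 in absolute value and its two-sided p below 0.0001, which with 8 values requires r above 0.966. Expression was linear TMM-normalized CPM within each layer. As no intimal gene passed the q-value threshold, the analysis was also run, after that result, with the 194 intimal genes of the paper's Supplemental Table 3 against the 242 medial DEGs found here. Of the 46948 possible pairs, 162 were positively and 27 negatively correlated. On log2(CPM + 1) there were 179 positive and 160 negative pairs, and under |r| above 0.9 alone 1387 positive and 495 negative pairs. The pairing of intima with media was then permuted among the rabbit-locations of the same flow group. Of the 576 pairings, the real one included, 411 gave as many correlated pairs or more (71.4%, median 207). After the mean of each flow group was removed from every gene, 48 pairs had an |r| above the 0.981 that the fewer degrees of freedom then require for the same p.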

We found 14,286 positively correlating gene pairs (Pearson correlation coefficient > 0.9; p < 0.0001), and 15,491 gene pairs that correlated negatively (Pearson correlation coefficient < − 0.9; p < 0.0001). For each of the 194 intimal DEGs, expression levels correlated with between 6 and 301 different genes in the media (Supplemental Table 3). 

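With the paper's 194 intimal genes and the 242 medial DEGs found here, an intimal gene had at most 12 medial correlates, and at most 10 if it was among the 49 extracellular genes. GLIPR1 had 10 correlates, OMD 9 and CYR61 3. ADAMTS9, TIMP1, IL15, CYTL1, SPP1 and ABI3BP had 1 each, and SERPINA6, NDP, C1QTNF7, LYPD6, LUM, CST6, PLA2G7 and MFAP5 had 0. Under |r| above 0.9 alone, OMD had the most of these genes, with 51 correlates, followed by CYR61 with 39 and GLIPR1 with 34. The median |r| with a medial DEG was 0.805 for OMD and 0.376 for CST6, the highest and lowest of the 18 genes of Table 2.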

The 49 intimal DEGs that encode extracellular products correlated with 6 to 287 medial genes, with 18 extracellular-encoding intimal DEGs having > 200 medial correlates (Table 2). We focused further analysis on these 18 highly correlated intimal DEGs.

**Table 2:** Highly correlated intimal DEGs with extracellular products.

Intimal gene	# of medial correlates	# of positive correlates	# of negative correlates	Gene product
**Up-regulated by flow**				
*SERPINA6*	287	182	105	Serpin A6
*GLIPR1*	257	153	104	Glioma pathogenesis-related protein 1
*SERPINE1*	255	152	103	Serpin E1
*ADAMTS9*	235	132	103	A disintegrin and metalloprotease with thrombospondin motifs 9
*TIMP1*	224	123	101	Tissue inhibitor of metalloprotease 1
*IL15*	219	112	97	Interleukin 15
**Down-regulated by flow**				
*CYTL1*	283	106	177	Cytokine-like protein 1
*NDP*	281	104	171	Norrin
*SPP1*	269	89	180	Osteopontin
*C1QTNF7*	267	104	163	C1q and tumor necrosis factor-related protein 7
*LYPD6*	254	84	170	Ly6/PLAUR domain-containing 6
*LUM*	251	95	156	Lumican
*CYR61*	250	93	157	Cell communication network factor 1
*ABI3BP*	239	95	144	ABI family member 3 binding protein
*CST6*	233	74	159	Cystatin E/M
*PLA2G7*	215	76	139	Phospholipase A2 group VII
*OMD*	204	100	104	Osteomodulin
*MFAP5*	202	61	141	Microfibril associated protein 5

For each Intimal DEG encoding an extracellular product, the number of medial DEGs whose expression significantly correlated was determined. The intimal DEGs with > 200 medial correlates are listed. The upper portion of the table shows genes that were upregulated by increased flow (at both the BA and BT) and the bottom genes were decreased by flow (at both the BA and BT).

### Gene ontologies of medial genes that correlate with flow-sensitive intimal genes

To determine what responses the 18 most-correlated, extracellular product-encoding, intimal DEGs might signal in VSMCs, we performed gene ontology enrichment analysis on the correlating medial genes. Six of the 18 genes of interest exhibited increased expression in response to ligation both in bifurcations and in straight vessels, and the remaining 12 had decreased expression at both sites. Although all six upregulated genes displayed higher expression at both locations in ligated animals, in the BA the difference was statistically significant only for GLIPR, TIMP1, and SERPINE1 (all except *GLIPR1* were significantly upregulated by flow at the BT). This may reflect the much higher post-ligation WSS experienced at the BT. 

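TIMP1, ADAMTS9, IL15, GLIPR1 and SERPINA6 had higher mean expression in ligated animals in the BA and in the BT intima, and none of these 5 genes had a q-value below 0.05 in edgeR's quasi-likelihood F test (n = 2 against 2 rabbits). TIMP1 rose in the BT from 723 and 446 CPM to 19319 and 8566 CPM, a log2 fold change of 4.58 (standard error 0.67, q = 0.247), and in the BA by 3.75 (standard error 0.53, q = 0.208). The log2 fold change of ADAMTS9 was 4.13 in the BT (standard error 0.50, q = 0.247) and 2.71 in the BA (standard error 0.86, q = 0.734). IL15 changed by 3.16 in the BT (standard error 0.64, q = 0.265) and 1.81 in the BA (standard error 0.71, q = 0.806). GLIPR1 had a larger change in the BA (2.43, standard error 0.53, q = 0.373) than in the BT (1.11, standard error 0.46, q = 0.428). SERPINA6 had no count in either sham BT library and was at least 59.2-fold higher in the ligated BT, and its log2 fold change in the BA was 5.09 (standard error 1.94, q = 0.795). None of these genes passed in the interaction test of the difference between the locations. A fit over all 16 libraries put TIMP1 (q = 0.0109) past the threshold in the BA. The paper proposes that more of the upregulated genes reached significance at the BT because WSS after ligation was much higher there.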

For each of the six upregulated genes, we examined gene ontologies of the positively correlating medial genes in g:Profiler. All significantly enriched ontologies (q-value < 0.05) from the six gene sets were pooled and ranked by occurrence, and the rankings were used to reduce and summarize the biological process gene ontologies to facilitate identification of the most important regulated ontologies. As illustrated in Fig. 3A, the most prominent biological process was organonitrogen compound metabolism, consistent with previous reports of an important role for nitrous oxide in regulating arteriogenesis^27–31^. In addition, two groups of multiple terms were related to leukocyte activation/immune responses (red ontologies in Fig. 3A) and secretion/exocytosis (shown in green in Fig. 3A), consistent with the pro-inflammatory environment and accompanying release of cytokines, proteases, and matrix proteins that occur during vascular remodeling^9,10,37–40^. Wound healing and positive regulation of cell migration were also significantly associated with the up-regulated gene sets. The same analysis applied to the negatively correlating medial genes did not yield any significantly enriched biological processes.

**Figure 3:**
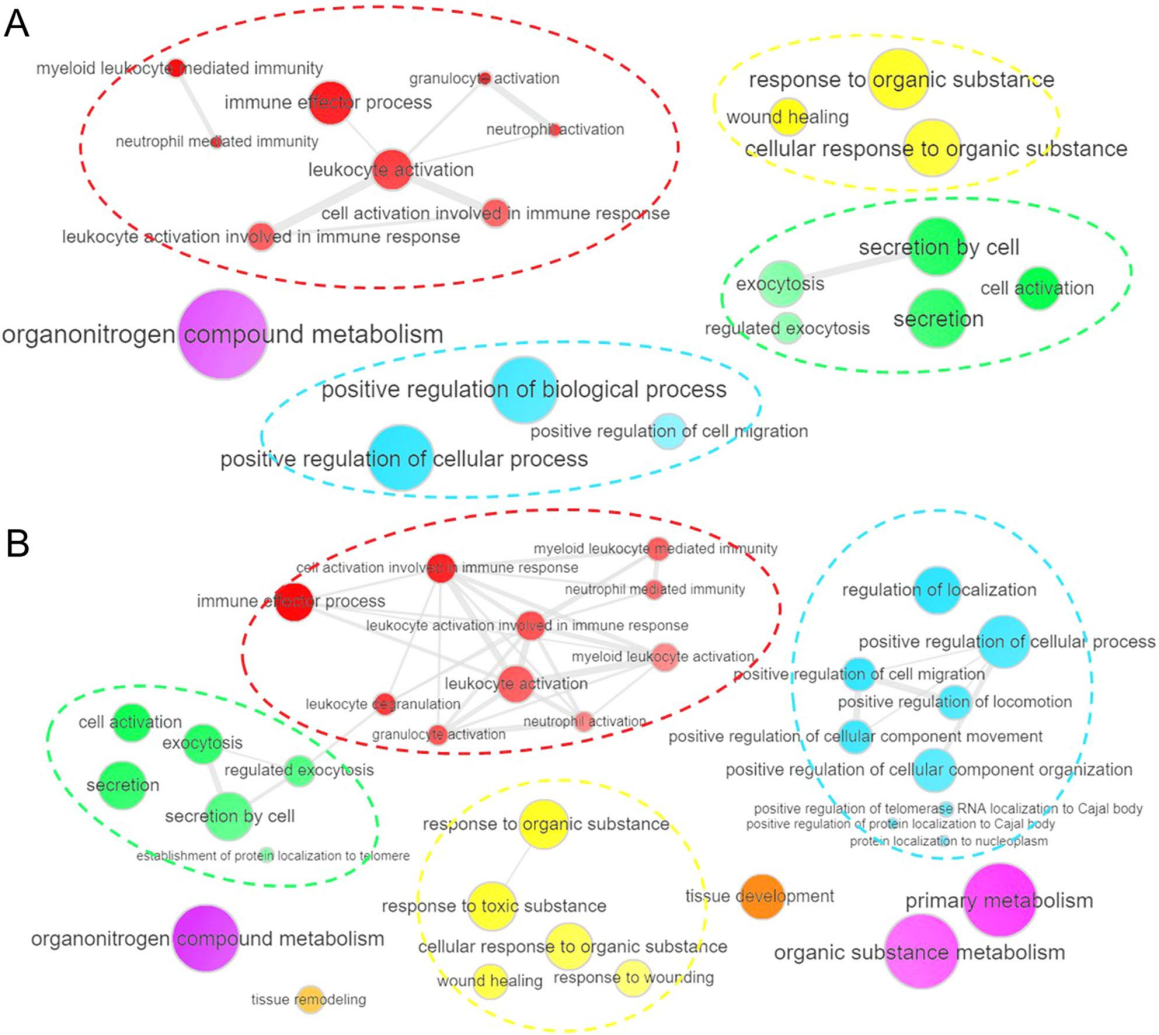
Biological processes associated with medial correlates of flow-sensitive intimal genes. For all the medial genes whose expression correlated with the 18 flow-sensitive, extracellular-coding intimal genes that had > 200 medial correlates, significantly (q-value < 0.05) over-represented GOs were identified using g:Profiler. The diagrams summarize the biological processes terms that were present in > 50% of GOs enriched in (**A**) genes positively correlated with intimal genes exhibiting higher expression in ligated animals compared to sham, and (**B**) genes negatively correlated with intimal genes exhibiting lower expression in ligated animals than in sham. Symbol sizes represent the frequency of the ontology term, and lines between symbols indicate relationships. Groups of closely related terms are denoted by matching color and dashed ellipses. Note that organonitrogen compound metabolism is the largest symbol in (**A**), and one of the largest in (**B**). Both diagrams show multiple terms associated with leukocyte activation/immune responses (red) and secretion/exocytosis (green). Terms related to wound healing and cell movement are also present in both summaries.

Analysis of the 12 highly correlating intimal genes (> 200 medial correlates) that were down-regulated by increased flow revealed similar medial responses. Again, most genes changed significantly at the BT, where WSS was higher (all but *NDP* and *LUM* were significantly lower in ligated animals), and fewer genes at the BA exhibited differences that were statistically significant (*NDP, LUM, C1QTNF7, SPP1, CYTL1,* and *OMD* were lower post-ligation, but q values were > 0.05 when comparing ligated and unligated animals). 

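All 12 genes had lower mean expression in ligated animals at both locations, and none had a q-value below 0.05 in edgeR's quasi-likelihood F test. In the ligated BT intima, MFAP5, CST6, PLA2G7, LYPD6, C1QTNF7 and NDP had at most 3 counts per library, so their changes are lower bounds: at least 318-fold lower for MFAP5, 297-fold for CST6, 162-fold for PLA2G7, 113-fold for LYPD6, 68.0-fold for C1QTNF7 and 37.4-fold for NDP. Without rabbit 3, on the sham counts of rabbit 4 alone, these bounds were 48.8-fold for MFAP5, 5.17-fold for CST6, 89.1-fold for PLA2G7, 14.4-fold for LYPD6, 58.6-fold for C1QTNF7 and 17.8-fold for NDP. MFAP5 and CST6 were 163 and 164 CPM in the sham BT of rabbit 3 and 13.6 and 1.44 CPM in that of rabbit 4. The log2 fold change in the BT was -5.33 for SPP1 (standard error 1.36, q = 0.281), -4.08 for CYTL1 (0.94, q = 0.265), -4.02 for LUM (1.72, q = 0.438), -3.86 for OMD (0.51, q = 0.247), -3.16 for ABI3BP (0.57, q = 0.247) and -3.06 for CYR61 (0.66, q = 0.265). SPP1 and CYTL1 rested more on rabbit 4, as rabbit 3 supplied 15.7% and 14.0% of their CPM in the 2 sham BT libraries. Without rabbit 4, their log2 fold changes in the BT were -3.66 and -2.25. Those of OMD, ABI3BP and CYR61 were then -3.84, -2.95 and -2.89. In the BA, LUM was at least 439-fold lower, C1QTNF7 77.9-fold, NDP 45.2-fold and LYPD6 20.9-fold. LUM was 378 CPM in the sham BA of rabbit 3 and 9.45 CPM in that of rabbit 4, and without rabbit 3 the bounds were 21.4-fold for LUM, 30.3-fold for C1QTNF7, 19.3-fold for NDP and 12.0-fold for LYPD6. MFAP5 and CST6 were at least 19.4-fold and 13.1-fold lower in the BA, on the counts of rabbit 3 alone, as rabbit 4 had none. SPP1, CYTL1, ABI3BP, OMD, PLA2G7 and CYR61 had log2 fold changes in the BA of -4.12, -3.71, -3.56, -2.92, -3.66 and -1.60, with q-values from 0.208 for SPP1 to 0.862 for PLA2G7.

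**Figure D2:**
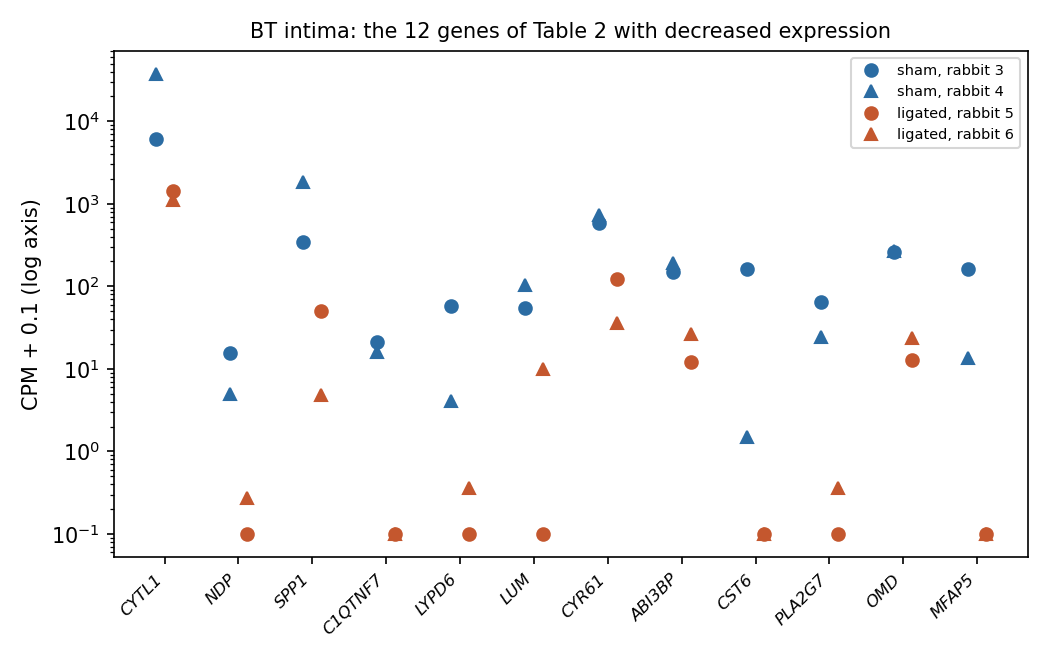
The 12 genes of Table 2 with decreased expression in the BT intima, as CPM plus 0.1 on a log axis. Each point is 1 library, blue for sham (rabbit 3 circle, rabbit 4 triangle) and orange for ligated (rabbit 5 circle, rabbit 6 triangle). Both sham points lie above both ligated points for each gene, and rabbits 3 and 4 lie far apart for CST6, MFAP5 and LYPD6.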

The medial genes that were positively correlated with the 12 down-regulated intimal genes (i.e., medial genes that would also be down-regulated under increased flow), did not yield significant gene ontologies. However, the negatively correlating genes (which are up-regulated under increased flow) were associated with organonitrogen compound metabolism (Fig. 3B), leukocyte activation/immune responses (shown in red) and secretion/exocytosis (in green) like the positive correlates of upregulated intimal genes. In addition, terms related to cell migration and wound healing, and tissue remodeling and tissue development, were among the significant biological processes associated with negative correlates. Thus, down-regulation of the respective intimal genes is predicted to produce medial responses that are similar to those elicited by the intimal genes that are up-regulated under the same conditions.

### WSS dose response of gene expression

To examine more closely the relationship between blood flow and the expression of potential remodeling signals, gene expression levels for the 18 intimal genes with > 200 media correlates were plotted as a function of local WSS. In each animal and at each location for which expression was measured, the local WSS was calculated as the average WSS over the surface from which the tissue was microdissected. The expression levels for 5 of the 18 genes (*ADAMTS9*, *IL15*, *SERPINA6*, *SERPINE1*, and *TIMP1*) had strong positive correlations with average WSS that were well-described by a linear relationship (r > 0.8) (Fig. 4A–E). 

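Expression in the 8 intimal libraries, as linear TMM-normalized CPM, was set against the group averages of WSS in the text, 10 Pa in the sham BA, 20 Pa in the sham BT, 40 Pa in the ligated BA and 130 Pa in the ligated BT, with 2 libraries at each. WSS per animal was not used here. Pearson's r was 0.926 for ADAMTS9 (Spearman's rho 0.878, exact permutation p of r = 0.00159, adjusted p = 0.0143 over the 18 genes of Table 2), 0.877 for TIMP1 (rho 0.927, exact p = 0.000794, adjusted p = 0.0143) and 0.833 for IL15 (rho 0.878, exact p = 0.00278, adjusted p = 0.0167). It was 0.798 for SERPINA6 (rho 0.8, exact p = 0.0143, adjusted p = 0.05). All permutation tests were two-sided and took the 8 libraries as exchangeable, although they were the BA and BT of 4 rabbits. Both sham values of WSS lie below both ligated values, so r does not separate WSS from ligation. Without the 2 libraries farthest from the median WSS, r was 0.746 for ADAMTS9, 0.941 for TIMP1, 0.869 for IL15 and 0.749 for SERPINA6. On the log2 of WSS, the adjusted p of these 4 genes was below 0.05, and 7 of the 18 genes of Table 2 passed. With any 1 rabbit left out, none of the 18 did. Mean ADAMTS9 was 10.7 ± 8.42 CPM at 10 Pa (SD, n = 2), 8.85 ± 2.29 at 20 Pa, 71.6 ± 53.4 at 40 Pa and 155 ± 2.17 at 130 Pa.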

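GLIPR1 was 97.1 ± 52.7 CPM in the sham BA (SD, n = 2 libraries), 153 ± 53.4 in the sham BT, 535 ± 46.4 in the ligated BA and 330 ± 100.1 in the ligated BT. Its mean was highest in the ligated BA and not in the ligated BT, where WSS was highest. Over the 8 intimal libraries, Pearson's r with WSS was 0.372 (Spearman's rho 0.732, exact two-sided permutation p of r = 0.360, adjusted p = 0.404), and 0.961 without the 2 libraries farthest from the median WSS, which removes both libraries at the highest WSS.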

*GLIPR1* trended similarly, with expression generally higher at higher WSS, but expression plateaued at intermediate WSS levels and the dose–response did not fit a linear curve (Fig. 4F). The remaining 12 genes were down-regulated in response to elevated flow, with markedly non-linear responses (Fig. 4G–I). For each of these 12 genes, the highest levels of expression were observed between ~ 10 and ~ 30 Pa, and minimal or no expression was detected in tissues experiencing WSS > 50 Pa.

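The library with the most expression was a sham BA library for 5 of the 12 genes (NDP, C1QTNF7, LUM, ABI3BP and OMD) and a sham BT library for the other 7. The mean in the ligated BA was at most 17.7% of the highest library and that in the ligated BT at most 10.8%, both for CYR61. CST6, MFAP5, LYPD6, LUM and NDP had no count in the ligated BA, which allows up to 0.576 CPM, and C1QTNF7, CST6 and MFAP5 had none in the ligated BT. Pearson's r with WSS lay between -0.776 and -0.266. It had an adjusted p below 0.05 for 1 gene, OMD (r = -0.776, Spearman's rho -0.927, exact two-sided permutation p = 0.00476, adjusted p = 0.0214, r = -0.974 without the 2 libraries farthest from the median WSS). From these responses to WSS, the paper proposes that the upregulated genes act as signals that grow with hemodynamic stress, and that the 12 genes with decreased expression may maintain the structure of the artery under normal flow.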

**Figure 4:**
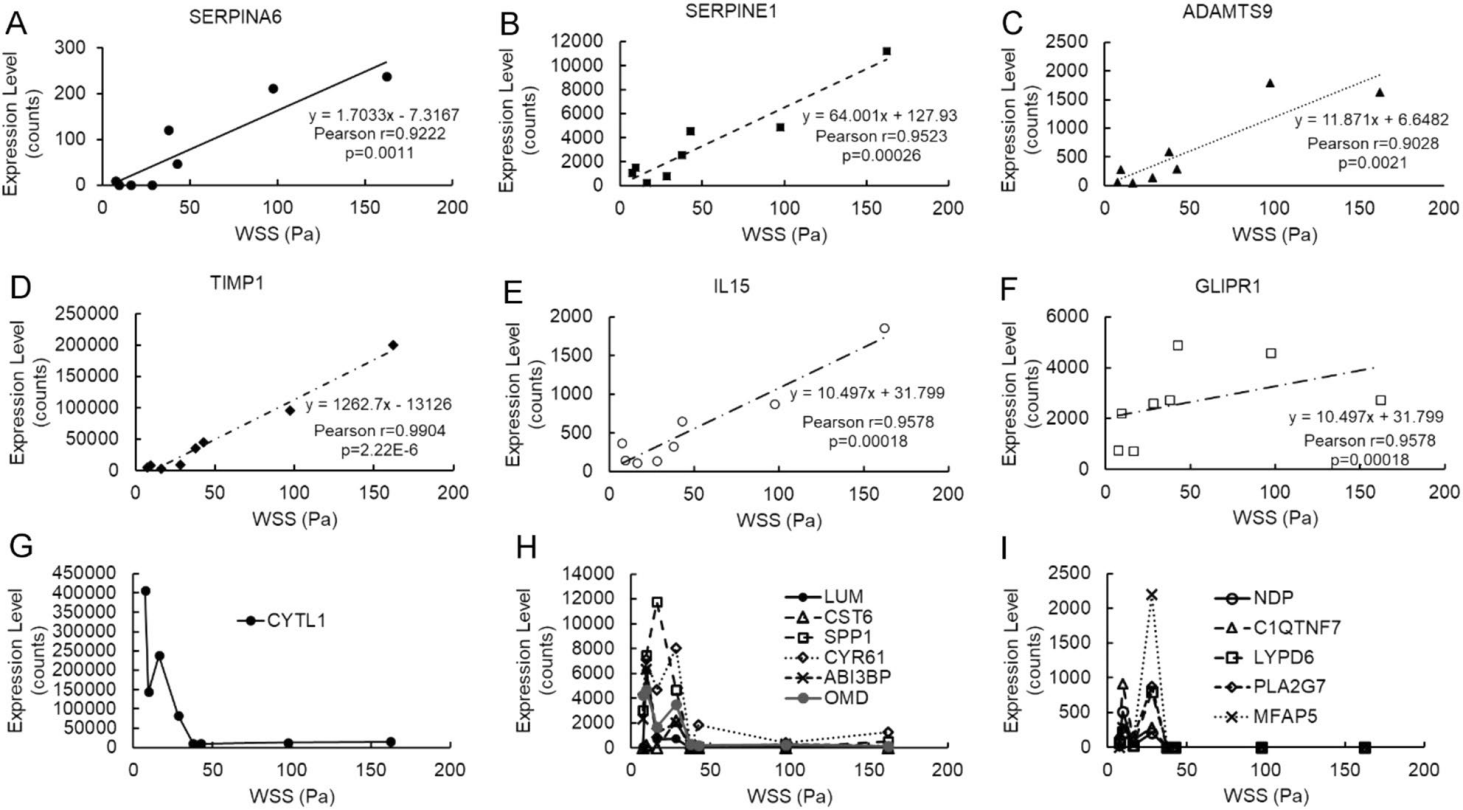
Gene expression as a function of local WSS. The expression levels for the 18 intimal genes with > 200 medial correlates (as determined by RNA-seq) are shown as a function of the WSS at the sample’s location (as determined by CFD). Expression levels of *SERPINE6* (**A**), *SERPINE1* (**B**), *ADAMTS9* (**C**), *TIMP1* (**D**), and *IL15* (**E**) were all positively correlated with WSS over the full range of observed values (Pearson r > 0.9). *GLIPR1* (**F**) increased with increasing WSS, but plateaued at WSS > 40. The remaining genes displayed very non-linear “dose–response” curves, shown in (**G**) *CYTL1*, (**H**) *LUM*, *CST6*, *SSP1*, *CYR61*, *ABI38P* and OMD, and (**I**). *NDP*, *C1QTNF7*, *LYPD6*, *PLA2G7*, and *MFAP5*. The maximal expression values for these 12 genes are all at WSS below 40 Pa, and expression is dramatically lower at WSS > 50 Pa.

## Discussion

These experiments investigated the earliest changes in gene expression during flow-induced arterial remodeling described to date. Moreover, by using laser microdissection to separate the intima and media, the responses of the endothelial layer in the intima, which is the direct sensor of WSS (the mechanical driver of remodeling), are separated from downstream effects on cells in the media, where most of the actual remodeling occurs. This reveals potential signaling mechanisms between the endothelial sensor of flow (i.e. ECs) and the primary effectors of remodeling within the vessel wall (VSMCs) that have not been previously identified.

Flow-induced changes in expression of intimal genes that code for extracellular products represent a possible mechanism for EC signaling to the media. Changes in the expression of signaling genes should elicit changes in the target cells, and by examining gene expression in both the signaling and target tissues across a variety of conditions, we identified over 29,000 gene pairs whose expression levels were significantly positively or negatively correlated. Most notably, 18 of the intimal genes that encode extracellular products each had over 200 correlating genes in the media consistent with a signal-response relationship. Furthermore, several of these 18 genes have previously been implicated as effector molecules in vascular remodeling in mice. For example, the products of *CYR61* (also known as *CCN1*) and *CYTL1* stimulate, and lumican (encoded by *LUM*) inhibits, angiogenesis in tumor, skin pouch, and in vitro assays^41–44^; *NDP* acting via Fz4/Lrp receptors regulates retinal vascularization^45^; and *SSP1* codes for the cytokine osteopontin, which is required for post-ischemic neovascularization in a femoral artery ligation model^46^. In rats, *IL15*, which encodes the pro-inflammatory cytokine interleukin 15, is highly expressed in the ductus arteriosus during development, but its expression declines dramatically after birth when the ductus shrinks and closes^47,48^.

For most of the intimal genes that were upregulated by WSS, expression was proportional to WSS over a wide range of magnitudes. This is consistent with the behavior of signals that function to induce remodeling aimed at reducing WSS; i.e., more severe hemodynamic stress should elicit a stronger signal in order to cause more rapid and extensive remodeling. In contrast, intimal genes that were down-regulated by WSS displayed a dramatic decline in expression when WSS exceeded a range of 10–50 Pa. These down-regulated genes might be involved in maintaining structural homeostasis under normal flow. Loss of maintenance signals that are otherwise constitutively expressed could permit VSMCs to revert to a “dedifferentiated” state that is migratory and pro-inflammatory^11,12^.

The number of flow-sensitive intimal genes that code for extracellular products and whose expression correlates with many medial genes may reflect a complex and sensitive regulatory mechanism for flow-induced remodeling, in which different aspects of medial responses are controlled by different signals. For example, molecules like adamts9, lumican, phospholipase A2, serpins A6 and E1, and tissue inhibitor of metalloprotease (which are encoded by *ADAMTS9*, *LUM*, *PLA2G7*, *SERPINA6*, *SERPINE1*, and *TIMP1*, respectively) may drive remodeling of extracellular matrix, while cytokines like C1qTNF, interleukin 15, norrin, osteomodulin, and osteopontin (encoded by *C1QTNF*, *IL15*, *NDP*, *OMD*, and *SSP1*), may primarily modulate cell proliferation and migration. Alternatively, VSMCs may regulate remodeling behaviors based on integration of multiple signals in order to provide graded responses to different levels of flow stimuli. Such an arrangement would allow more diverse and more nuanced behaviors than binary on–off regulation by one or two signaling molecules. We predict that characteristic signal profiles will be observed for different remodeling scenarios. For example, short-term elevation of flow elicits transient and reversible dilation, whereas sustained high WSS induces tissue growth and matrix restructuring. Thus, the signal profile expressed in ECs may change over time as cells inure to persistent mechanical stimulus. Similarly, high WSS can stimulate robust enlargement of the vessel wall, but in other instances will trigger destructive remodeling that leads to wall thinning and aneurysm formation^47,48^. The molecular basis for such selective initiation of constructive versus destructive remodeling is currently unknown, but it could involve differences in the regulatory signals elicited in the ECs.

Our study has several limitations. First, the small number of biological replicates limits the statistical confidence of gene expression values, and consequently may reduce the number of DEGs identified. Nonetheless, these preliminary data show the technical feasibility of locally correlating intimal and medial gene expression, and demonstrate the power of this approach for generating novel insights into possible regulatory pathways. Second, we only examined RNA expression. It is important that future work determine if the observed changes in RNA expression for putative signaling proteins in the intima are reflected in protein production, and that the protein products reach their expected targets. Similarly, it will be necessary to confirm whether the expression of correlated genes in the media result in protein production. We also plan to investigate whether the medial responses are primarily the result of expression changes in VSMCs, or if other cell types contribute. Third, examination of more animals and additional locations and hemodynamic conditions will be needed to establish which expression changes contribute to particular aspects of the flow response. More diverse hemodynamic conditions will likely provide insight into the specific role of different signals in the remodeling process. For example, studying gene expression during long- versus short-term stimulation may help define the mechanism for the transition between transient dilation and permanent structural remodeling. Likewise, comparison of expression profiles during the onset of constructive vessel expansion versus the beginning of destructive remodeling such as occurs during aneurysm initiation^9,10,15,49^, could identify discriminating signals. Mapping gene expression during aneurysm initiation will likely require more detailed calculation of hemodynamics and higher resolution tissue isolation. This is particularly important near bifurcations, where flow patterns are complex. Some of the differences between BA and BT gene expression may represent responses to other hemodynamic forces. For example, it has been shown that spatial gradients in WSS are an important factor in triggering aneurysm formation^47,48,50^, and gradients superimposed on high WSS elicit different responses from endothelial cells in culture than uniform high WSS of the same magnitudes^51,52^. Spatial gradients in WSS add to the shear force on the luminal surface of endothelial cells and may augment their responses to flow. WSS gradient was higher at the BT after ligation in the present study, as was transverse WSS, which would also add to the mechanical stress experienced by the endothelium. These extra forces should be considered as potential contributors to the mechanical triggers for differential remodeling responses. Lastly, it will be necessary to manipulate putative signaling molecules in order to test whether they are necessary and sufficient for particular remodeling behaviors. Ideally this would be accomplished with conditional mutants of the genes of interest. Given the limited molecular engineering in rabbits, such studies might be better conducted in mice or rats.

In conclusion, flow-dependent arterial remodeling likely involves the induction of multiple intimal genes for signals that elicit remodeling responses in the media. Correlation analysis is a powerful approach for identifying potential signals for such intercellular regulatory communication, and laser microdissection allows examination of that communication with intra-tissue resolution. Our analysis suggests multiple novel signaling molecules and the potential for complex signal-response profiles for regulating diverse arterial remodeling behaviors.

## Methods

### Animal model

Female New Zealand white rabbits (4–5 kg) underwent bilateral common carotid artery ligation surgery (n = 2) or a sham surgery (n = 2), as previously described^53^. Bilateral ligation of the common carotid artery increases flow through the BA and causes destructive remodeling at the BT. Before surgery, all rabbits were imaged by rotational angiography to capture the 3D geometry of the BA and the BT, and all were subjected to TCD ultrasonography to measure blood flow rates in the BA. 24 h after surgery, the rabbits were again subjected to imaging and TCD. They were then euthanized by intravenous injection of 100 mg/kg sodium pentobarbital. All procedures were approved by the Institutional Animal Care and Use Committee of the University at Buffalo. The University at Buffalo’s Laboratory Animal Facility was certified at the highest level by the American Association for the Assessment and Accreditation of Laboratory Animal Care International and met or exceeded the guidelines of the United States Department of Agriculture. Results from this study are reported in accordance with the ARRIVE (Animals in Research: Reporting In Vivo Experiments) guidelines^54^.

### Flow analysis at the BA and BT

To determine the hemodynamic environment at the BT and BA, we performed CFD simulations. In brief, the 3D geometries from angiography were segmented using Vascular Modeling Toolkit (www.vmtk.org), then cropped and refined to include just the BA, BT, and bifurcating vessels. The segmented models were converted to volumetric meshes using ICEM-CFD (ANSYS, Inc.) and the flow-governing Navier–Stokes equations were solved using an open-source software, OpenFOAM (www.openfoam.org) under steady-state conditions. A uniform inlet boundary condition at the BA was defined using the time-averaged velocity obtained by TCD, and the outlet boundary conditions were assumed to split by obeying Murray’s law. For each rabbit, two CFD simulations were performed on the baseline geometry, using the initial and the post-surgery flow rates. Post-processing was performed in Paraview to obtain average WSS; at the BT bifurcation zone, the average was taken over the surface within a 1 mm diameter sphere centered at the apex of the bifurcation, and in the BA, WSS was averaged over the entire vessel segment.

### Tissue collection and laser microdissection

Immediately following euthanasia, animals were perfused with 1 U/mL heparin in 0.9% saline solution for 10 min. Then, the brain was removed, and the most posterior cerebral arteries, from the vertebral arteries to the posterior cerebral arteries and superior cerebellar arteries, were surgically excised. The BA with the BT and short portions of the downstream branches was placed in optimal cutting temperature compound and flash frozen in liquid nitrogen. Longitudinal sections of the BA and coronal sections through the BT were cut at 8 µm thickness, adhered to nuclease-free Foil Membrane Slides for use with the Leica laser microdissection system and stored at − 80 °C until laser microdissection. Immediately prior to microdissection, sections were fixed for 2 min with ice-cold 70% ethanol, washed twice for 60 s with ice-cold RNase-free water to remove residual embedding media, and dehydrated by one 2-min wash in 95% ethanol and two 2-min washes in 100% ethanol, then air dried for 1 h in a vacuum desiccator at room temperature. Dehydrated sections were micro-dissected on a Leica LMD6000 system (Leica Microsystems): ~ 10 μm wide strips were cut from the intimal layer (containing ECs) and separate strips were cut through the full thickness of the remaining medial layer (containing VSMCs). Intimal and medial tissue fragments from the BA and from a region extending ~ 100 µm distally from the apex of the BT were collected separately into dry microfuge tubes and held at − 80 °C until RNA extraction. To increase RNA yield, tissue from ~ 10 sections was combined for each sample.

### RNA extraction and sequencing

Total RNA was extracted and amplified from each sample tube using SMART-Seq v4 Ultra Low Input RNA Kits (Takara Bio). To check the quality of extraction and amplification, an aliquot of the end product was examined by electrophoresis using an Agilent 2100 BioAnalyzer RNA 6000 Pico Chip (Agilent, Las Vegas, NV). RNA samples to be sequenced had concentrations of 3.5–40 ng/µl and a broad molecular-weight distribution spanning 100–6000 bp and peaking at 800–2000 bp. RNA quality and sequencing metrics for each sample are provided in Supplemental Table 4.

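The counts deposited for each library add up to 5211886 to 17686105 on named genes in the intima (median 10777693) and to 2154863 to 11219236 in the media (median 5257563). The lowest total was that of the ligated BA media of rabbit 5 and the highest that of the sham BA intima of rabbit 3. A gene with 0 counts could have been present at up to 0.170 CPM in the deepest library and 1.39 CPM in the shallowest, counting 3 counts as the limit and counting error only. Between 8044 and 10408 genes had a count in an intimal library, and between 8202 and 9237 in a medial library.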

cDNA libraries were prepared using Nextera DNA Library Preparation Kits (Illumina, San Diego, CA) and subjected to 75-cycle, single-read sequencing on an Illumina NextSeq500. For all data, per-cycle base-call (BCL) files generated by the NextSeq were converted to per-read FASTQ files using bcl2fastq v.2.20.0.422 using default parameters. The quality of the sequencing was reviewed using FastQC v.0.11.5. Detection of potential contamination was done using FastQ Screen v.0.11.1. FastQC and FastQ Screen quality reports were summarized using MultiQC v.1.5. No adapter sequences were detected, so no trimming was performed. Sequencing reads were aligned to rabbit genome, oryCun2, using STAR aligner^55^ Only uniquely mapped reads were retained for downstream analysis. Read counts were measured according to Ensembl gene annotation. Sequence alignments were compressed and sorted into binary alignment map (BAM) files using samtools v.1.9. Counting of mapped reads for genomic features was performed using Subread featureCounts v.1.6.2 using the parameters -s 2 –g gene_id –t exon –Q 60 -C, the annotation file specified with the -a parameter was the Ensembl reference OryCun2.0 (GCA_000003625.1). Aggregate quality control data (i.e. alignment statistics and feature assignment statistics) were again summarized using MultiQC.

### Gene expression analysis

We visualized how well intimal and medial samples separated at the two locations (BA, BT) using principal component analysis. Genes with a count sum > 0 across all samples were log transformed to use as input. Principal component analysis was created using the prcomp function in R. We then performed differential expression analysis using RPKM data from RNA-seq to investigate the effect of increased flow as induced by ligation on expression in the intima and media. The Bioconductor package edgeR (version 3.30.3)^56,57^ was used to perform four differential expression analyses: normal versus high flow in the intima at a bifurcation (BT), in the intima in a straight vessel (BA), in the media at a bifurcation (BT), and in the media in a straight vessel (BA). After estimating dispersion, edgeR identified DEGs by using a negative binomial distribution with generalized linear models and a quasi-likelihood F-test to identify DEGs^56,57^. Genes with maximum average expression > 1 RPKM in each group were used as input. Multiple hypothesis testing correction was performed using Benjamini–Hochberg false discovery rate correction. A gene was considered to be differentially expressed if the false discovery rate corrected p-value (q-value) < 0.05.

### Expression correlation analysis

To predict potential signals between intima and media, we looked for correlations between the expression patterns of intimal and medial genes. All genes with maximum expression > 1 RPKM and a q-value < 0.05 in any pair of comparisons within endothelial samples or within smooth muscle samples were included in the correlation analysis. For every possible intima-media gene pair, a Pearson correlation coefficient was calculated in R based on all of the available expression values (i.e., from the BA and BT of two ligated and two unligated animals for a total of 8 independent intimal measurements and eight matched medial measurement). Gene pairs with absolute correlation coefficient > 0.9 and p-value < 0.0001 were considered to have correlated expression.

### Gene ontology enrichment analysis

To examine the biological processes associated with different flow-induced patterns of gene expression in the intima, we separated DEGs into those with increased expression and those with decreased expression, in response to ligation-induced flow increase. Each set of DEGs was analyzed via the g:GOSt application of gProfiler^58^ to identify ontologies that were significantly overrepresented in each gene set (q-value < 0.05).

To characterize gene ontology enrichment among medial genes whose expression correlated with the expression of flow-sensitive intimal genes, it was necessary to first consider whether a medial gene correlated with an intimal gene that was up-regulated by increased flow or down-regulated by increased flow, and then to further separate medial genes that were positively correlated with the intimal gene’s expression from those that were negatively correlated. Thus, for each intimal gene of interest, all the positively correlating medial genes were input to identify one set of significantly enriched ontologies, and enriched ontologies for negatively correlating genes were determined separately.

In order to integrate the gene ontology information across all the different sets of medial genes that correlated with the many different flow-sensitive intimal genes, all the significant ontologies returned by g:Profiler for a given analysis (e.g., the positive medial correlates of intimal genes that increased in response to ligation) were pooled and ranked by occurrence. Terms that occurred in > 50% of collective ontologies were then summarized using the REduce and VIsualize Gene Ontology (REVIGO) tool^59^ to map relationships between ontologies and the associated rankings, with a semantic similarity cutoff of C = 0.90.

## Supplementary Information

Supplementary Information.

## Data Availability

Raw RNA-seq data files and tables of processed gene expression levels for all 16 samples from the n = 4 rabbits described in this publication can be found at NCBI’s GEO (accession number GSE169276).

# Supplementary material for: Identification of intima-to-media signals for flow-induced vascular remodeling using correlative gene expression analysis
**Source:** Sci Rep. 2021 Aug 9;11:16142. doi: 10.1038/s41598-021-95403-x
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Supplemental Information for: Identification of intima-to-media signals for flow-induced vascular remodeling using correlative gene expression analysis**

\*John Kolega PhD<sup>1,2</sup>, Kerry E. Poppenberg PhD<sup>1,3</sup>, Hee-Woong Lim PhD<sup>4</sup>, Liza C. Gutierrez MS<sup>1,3</sup>, Sricharan S. Veeturi MS<sup>1,5</sup>, Adnan H. Siddiqui MD-PhD<sup>1,3</sup>, Hamidreza Rajabzadeh-Oghaz PhD<sup>1,3</sup>, Vincent M. Tutino PhD<sup>1,2,3,5</sup>

John Kolega, PhD  
Department of Pathology & Anatomical Sciences  

## Supplemental Tables

**Supplemental Table 1: Significantly enriched biological processes in gene ontologies of intimal DEGs.\***

| GO Name                                                       | GO ID      | q-value     |
|---------------------------------------------------------------|------------|-------------|
| <b><u>Straight Vessel (BA) Intima</u></b>                     |            |             |
| <b><i>DEGs with increased expression</i></b>                  |            |             |
| regulation of hormone metabolic process                       | GO:0032350 | 0.008044    |
| positive regulation of hydrogen peroxide biosynthetic process | GO:0010729 | 0.013828    |
| regulation of thyroid hormone generation                      | GO:2000609 | 0.02073     |
| secretion by cell                                             | GO:0032940 | 0.026521    |
| positive regulation of hydrogen peroxide metabolic process    | GO:0010726 | 0.029006    |
| export from cell                                              | GO:0140352 | 0.035052    |
| regulation of hydrogen peroxide biosynthetic process          | GO:0010728 | 0.04967     |
| <b><i>DEGs with decreased expression</i></b>                  |            |             |
| keratan sulfate catabolic process                             | GO:0042340 | 0.018566    |
| <b><u>Bifurcation (BT) Intima</u></b>                         |            |             |
| <b><i>DEGs with increased expression</i></b>                  |            |             |
| regulation of hormone metabolic process                       | GO:0032350 | 0.006677353 |
| regulation of cell motility                                   | GO:2000145 | 0.01564662  |
| locomotion                                                    | GO:0040011 | 0.017394735 |
| localization of cell                                          | GO:0051674 | 0.018853748 |
| cell motility                                                 | GO:0048870 | 0.018853748 |
| regulation of locomotion                                      | GO:0040012 | 0.023637559 |
| inflammatory response                                         | GO:0006954 | 0.029681431 |
| regulation of body fluid levels                               | GO:0050878 | 0.030570609 |
| regulation of cellular component movement                     | GO:0051270 | 0.033783587 |
| negative regulation of coagulation                            | GO:0050819 | 0.03990575  |
| regulation of cell migration                                  | GO:0030334 | 0.047124802 |
| <b><i>DEGs with decreased expression</i></b>                  |            |             |
| regulation of hydrolase activity                              | GO:0051336 | 0.000197004 |
| negative regulation of hydrolase activity                     | GO:0051346 | 0.001091982 |
| negative regulation of endopeptidase activity                 | GO:0010951 | 0.00218846  |
| negative regulation of peptidase activity                     | GO:0010466 | 0.003533473 |
| regulation of endopeptidase activity                          | GO:0052548 | 0.012402965 |
| regulation of cell population proliferation                   | GO:0042127 | 0.025377696 |
| regulation of peptidase activity                              | GO:0052547 | 0.026346162 |
| regulation of leukocyte chemotaxis                            | GO:0002688 | 0.031288446 |
| regulation of chemotaxis                                      | GO:0050920 | 0.038111509 |

\* (Abbreviations: DEG=differentially expressed gene, BA=basilar artery, BT=basilar terminus, GO=gene ontology)

**Supplemental Table 2: Significantly enriched biological processes in gene ontologies of medial DEGs.\***

| GO Name                                                                     | GO ID      | q-value  |
|-----------------------------------------------------------------------------|------------|----------|
| <b><u>Straight Vessel (BA) Media</u></b>                                    |            |          |
| <b><i>DEGs with increased expression</i></b>                                |            |          |
| positive regulation of protein localization to chromosome, telomeric region | GO:1904816 | 3.29E-08 |
| regulation of protein localization to chromosome, telomeric region          | GO:1904814 | 1.21E-07 |
| positive regulation of establishment of protein localization to telomere    | GO:1904851 | 4.21E-07 |
| regulation of establishment of protein localization to telomere             | GO:0070203 | 9.19E-07 |
| regulation of protein localization to Cajal body                            | GO:1904869 | 9.19E-07 |
| positive regulation of protein localization to Cajal body                   | GO:1904871 | 9.19E-07 |
| protein localization to Cajal body                                          | GO:1904867 | 1.82E-06 |
| regulation of establishment of protein localization to chromosome           | GO:0070202 | 1.82E-06 |
| protein localization to nuclear body                                        | GO:1903405 | 1.82E-06 |
| protein localization to nucleoplasm                                         | GO:1990173 | 5.83E-06 |
| positive regulation of telomerase RNA localization to Cajal body            | GO:1904874 | 9.63E-06 |
| anatomical structure morphogenesis                                          | GO:0009653 | 1.59E-05 |
| response to organic substance                                               | GO:0010033 | 3.36E-05 |
| establishment of protein localization to telomere                           | GO:0070200 | 3.48E-05 |
| regulation of telomerase RNA localization to Cajal body                     | GO:1904872 | 3.48E-05 |
| protein localization to chromosome, telomeric region                        | GO:0070198 | 4.33E-05 |
| telomerase RNA localization to Cajal body                                   | GO:0090671 | 5.05E-05 |
| RNA localization to nucleus                                                 | GO:0090685 | 5.05E-05 |
| telomerase RNA localization                                                 | GO:0090672 | 5.05E-05 |
| RNA localization to Cajal body                                              | GO:0090670 | 5.05E-05 |
| positive regulation of protein localization to nucleus                      | GO:1900182 | 5.72E-05 |
| wound healing                                                               | GO:0042060 | 8.94E-05 |
| circulatory system development                                              | GO:0072359 | 0.000352 |
| regulation of localization                                                  | GO:0032879 | 0.000439 |
| establishment of protein localization to chromosome                         | GO:0070199 | 0.000515 |
| regulation of cell migration                                                | GO:0030334 | 0.000753 |
| positive regulation of cell migration                                       | GO:0030335 | 0.000838 |
| cellular response to organic substance                                      | GO:0071310 | 0.000904 |
| protein folding                                                             | GO:0006457 | 0.000972 |
| positive regulation of cellular protein localization                        | GO:1903829 | 0.00109  |
| positive regulation of cell motility                                        | GO:2000147 | 0.001538 |
| regulation of protein localization                                          | GO:0032880 | 0.001644 |
| positive regulation of cellular component movement                          | GO:0051272 | 0.002171 |
| positive regulation of telomere maintenance via telomerase                  | GO:0032212 | 0.002208 |
| positive regulation of locomotion                                           | GO:0040017 | 0.002287 |
| blood vessel morphogenesis                                                  | GO:0048514 | 0.00229  |
| regulation of telomere maintenance via telomerase                           | GO:0032210 | 0.0024   |

|                                                                      |            |          |
|----------------------------------------------------------------------|------------|----------|
| regulation of cell motility                                          | GO:2000145 | 0.002431 |
| response to wounding                                                 | GO:0009611 | 0.00319  |
| positive regulation of telomere maintenance via telomere lengthening | GO:1904358 | 0.003722 |
| regulation of protein localization to nucleus                        | GO:1900180 | 0.004054 |
| blood vessel development                                             | GO:0001568 | 0.004556 |
| cellular response to chemical stimulus                               | GO:0070887 | 0.0048   |
| regulation of locomotion                                             | GO:0040012 | 0.00522  |
| positive regulation of cellular component organization               | GO:0051130 | 0.005307 |
| regulation of anatomical structure morphogenesis                     | GO:0022603 | 0.005841 |
| tissue remodeling                                                    | GO:0048771 | 0.006721 |
| tissue development                                                   | GO:0009888 | 0.00686  |
| regulation of telomere maintenance via telomere lengthening          | GO:1904356 | 0.006947 |
| muscle structure development                                         | GO:0061061 | 0.009228 |
| toxin transport                                                      | GO:1901998 | 0.009284 |
| regulation of establishment of protein localization                  | GO:0070201 | 0.009445 |
| vasculature development                                              | GO:0001944 | 0.009805 |
| regulation of cellular component movement                            | GO:0051270 | 0.010045 |
| binding of sperm to zona pellucida                                   | GO:0007339 | 0.010661 |
| angiogenesis                                                         | GO:0001525 | 0.011714 |
| telomere maintenance via telomerase                                  | GO:0007004 | 0.012876 |
| response to cytokine                                                 | GO:0034097 | 0.014255 |
| vascular endothelial growth factor receptor signaling pathway        | GO:0048010 | 0.015341 |
| RNA-dependent DNA biosynthetic process                               | GO:0006278 | 0.015606 |
| export from cell                                                     | GO:0140352 | 0.016198 |
| anatomical structure homeostasis                                     | GO:0060249 | 0.01742  |
| secretion by cell                                                    | GO:0032940 | 0.019721 |
| secretion                                                            | GO:0046903 | 0.021386 |
| protein localization to nucleus                                      | GO:0034504 | 0.022813 |
| response to stress                                                   | GO:0006950 | 0.024796 |
| positive regulation of telomere maintenance                          | GO:0032206 | 0.025659 |
| extracellular matrix organization                                    | GO:0030198 | 0.028139 |
| extracellular structure organization                                 | GO:0043062 | 0.028982 |
| myeloid leukocyte activation                                         | GO:0002274 | 0.033009 |
| regulation of epithelial cell migration                              | GO:0010632 | 0.033525 |
| tube morphogenesis                                                   | GO:0035239 | 0.034179 |
| anatomical structure development                                     | GO:0048856 | 0.037278 |
| cell-cell recognition                                                | GO:0009988 | 0.037498 |
| positive regulation of epithelial cell migration                     | GO:0010634 | 0.039893 |
| tube development                                                     | GO:0035295 | 0.040527 |
| telomere maintenance via telomere lengthening                        | GO:0010833 | 0.040653 |
| regulation of telomere maintenance                                   | GO:0032204 | 0.040653 |
| integrin-mediated signaling pathway                                  | GO:0007229 | 0.040691 |
| regulation of DNA biosynthetic process                               | GO:2000278 | 0.040691 |
| tissue morphogenesis                                                 | GO:0048729 | 0.045289 |
| regulation of cellular localization                                  | GO:0060341 | 0.046172 |

***DEGs with decreased expression***

|                                   |            |          |
|-----------------------------------|------------|----------|
| extracellular matrix organization | GO:0030198 | 1.44E-07 |
|-----------------------------------|------------|----------|

|                                                |            |          |
|------------------------------------------------|------------|----------|
| extracellular structure organization           | GO:0043062 | 1.51E-07 |
| collagen fibril organization                   | GO:0030199 | 0.000274 |
| cell adhesion                                  | GO:0007155 | 0.01331  |
| biological adhesion                            | GO:0022610 | 0.014502 |
| cell-substrate adhesion                        | GO:0031589 | 0.027067 |
| system development                             | GO:0048731 | 0.031141 |
| cellular component organization                | GO:0016043 | 0.039335 |
| regulation of multicellular organismal process | GO:0051239 | 0.040545 |

### **Bifurcation (BT) Media**

#### ***DEGs with increased expression***

|                                                     |            |          |
|-----------------------------------------------------|------------|----------|
| secretion by cell                                   | GO:0032940 | 8.98E-08 |
| regulated exocytosis                                | GO:0045055 | 1.92E-07 |
| export from cell                                    | GO:0140352 | 2.72E-07 |
| secretion                                           | GO:0046903 | 3.84E-07 |
| exocytosis                                          | GO:0006887 | 1.04E-06 |
| wound healing                                       | GO:0042060 | 2.45E-06 |
| neutrophil mediated immunity                        | GO:0002446 | 1.27E-05 |
| response to wounding                                | GO:0009611 | 2.3E-05  |
| myeloid leukocyte mediated immunity                 | GO:0002444 | 7.96E-05 |
| immune effector process                             | GO:0002252 | 0.000204 |
| neutrophil degranulation                            | GO:0043312 | 0.000245 |
| neutrophil activation involved in immune response   | GO:0002283 | 0.000269 |
| response to organic substance                       | GO:0010033 | 0.000342 |
| neutrophil activation                               | GO:0042119 | 0.000397 |
| regulation of coagulation                           | GO:0050818 | 0.000411 |
| establishment of localization in cell               | GO:0051649 | 0.000443 |
| cell activation                                     | GO:0001775 | 0.000465 |
| granulocyte activation                              | GO:0036230 | 0.000487 |
| negative regulation of coagulation                  | GO:0050819 | 0.000808 |
| leukocyte activation involved in immune response    | GO:0002366 | 0.001157 |
| leukocyte degranulation                             | GO:0043299 | 0.00119  |
| cell activation involved in immune response         | GO:0002263 | 0.001266 |
| myeloid cell activation involved in immune response | GO:0002275 | 0.001551 |
| cellular localization                               | GO:0051641 | 0.002287 |
| response to chemical                                | GO:0042221 | 0.004167 |
| transport                                           | GO:0006810 | 0.004324 |
| localization                                        | GO:0051179 | 0.005    |
| vesicle-mediated transport                          | GO:0016192 | 0.005808 |
| myeloid leukocyte activation                        | GO:0002274 | 0.006879 |
| tissue remodeling                                   | GO:0048771 | 0.007778 |
| immune system process                               | GO:0002376 | 0.00834  |
| leukocyte mediated immunity                         | GO:0002443 | 0.009673 |
| leukocyte activation                                | GO:0045321 | 0.011766 |
| establishment of localization                       | GO:0051234 | 0.011994 |
| positive regulation of cell migration               | GO:0030335 | 0.013711 |
| blood coagulation                                   | GO:0007596 | 0.014094 |
| hemostasis                                          | GO:0007599 | 0.016434 |
| coagulation                                         | GO:0050817 | 0.017997 |
| positive regulation of cell motility                | GO:2000147 | 0.022315 |
| regulation of response to wounding                  | GO:1903034 | 0.022571 |

|                                                          |            |          |
|----------------------------------------------------------|------------|----------|
| response to stimulus                                     | GO:0050896 | 0.023561 |
| positive regulation of supramolecular fiber organization | GO:1902905 | 0.027681 |
| positive regulation of cellular component movement       | GO:0051272 | 0.029426 |
| positive regulation of locomotion                        | GO:0040017 | 0.030684 |
| regulation of localization                               | GO:0032879 | 0.031315 |
| regulation of wound healing                              | GO:0061041 | 0.033545 |
| regulation of blood coagulation                          | GO:0030193 | 0.040146 |
| regulation of hemostasis                                 | GO:1900046 | 0.04373  |
| regulation of supramolecular fiber organization          | GO:1902903 | 0.044816 |

---

***DEGs with decreased expression***

|                                      |            |          |
|--------------------------------------|------------|----------|
| extracellular matrix organization    | GO:0030198 | 0.001966 |
| extracellular structure organization | GO:0043062 | 0.002025 |
| cell-substrate adhesion              | GO:0031589 | 0.004516 |
| muscle structure development         | GO:0061061 | 0.011581 |
| muscle tissue development            | GO:0060537 | 0.017933 |
| regulation of hydrolase activity     | GO:0051336 | 0.036424 |
| actin filament-based process         | GO:0030029 | 0.044306 |

---

\* (Abbreviations: DEG=differentially expressed gene, BA=basilar artery, BT=basilar terminus, GO=gene ontology)

**Supplemental Table 3. Correlations between expression of intimal and medial genes.\***

| <b>Intimal gene</b> | <b>#medial corr.</b> | <b>Predicted location of gene product</b> | <b>Type</b>                |
|---------------------|----------------------|-------------------------------------------|----------------------------|
| <i>ANKRD1</i>       | 301                  | Cytoplasm                                 | Transcription regulator    |
| <i>PLS3</i>         | 296                  | Cytoplasm                                 | Other                      |
| <i>MAP2K3</i>       | 292                  | Cytoplasm                                 | Kinase                     |
| <i>TBC1D4</i>       | 292                  | Cytoplasm                                 | Other                      |
| <i>ENPP2</i>        | 290                  | Plasma Membrane                           | Enzyme                     |
| <i>ATP5PF</i>       | 290                  | Cytoplasm                                 | Transporter                |
| <i>DPEP2</i>        | 288                  | Plasma Membrane                           | Peptidase                  |
| <i>NPY1R</i>        | 287                  | Plasma Membrane                           | G protein-coupled receptor |
| <i>SERPINA6</i>     | 287                  | Extracellular Space                       | Other                      |
| <i>DDX24</i>        | 285                  | Nucleus                                   | Enzyme                     |
| <i>SDF2L1</i>       | 284                  | Cytoplasm                                 | Other                      |
| <i>CYTL1</i>        | 283                  | Extracellular Space                       | Cytokine                   |
| <i>CLIC5</i>        | 283                  | Cytoplasm                                 | Ion channel                |
| <i>ADGRL4</i>       | 282                  | Plasma Membrane                           | G protein-coupled receptor |
| <i>ABCC9</i>        | 282                  | Plasma Membrane                           | Ion channel                |
| <i>TM4SF18</i>      | 282                  | Other                                     | Other                      |
| <i>NDP</i>          | 281                  | Extracellular Space                       | Growth factor              |
| <i>ALDH2</i>        | 273                  | Cytoplasm                                 | Enzyme                     |
| <i>FOLR2</i>        | 272                  | Plasma Membrane                           | Transporter                |
| <i>MSN</i>          | 271                  | Plasma Membrane                           | Other                      |
| <i>ITGB3</i>        | 271                  | Plasma Membrane                           | Transmembrane receptor     |
| <i>SRXN1</i>        | 270                  | Cytoplasm                                 | Enzyme                     |
| <i>ARPC2</i>        | 270                  | Cytoplasm                                 | Other                      |
| <i>SPP1</i>         | 269                  | Extracellular Space                       | Cytokine                   |
| <i>C1QTNF7</i>      | 267                  | Extracellular Space                       | Other                      |
| <i>SORT1</i>        | 266                  | Plasma Membrane                           | G protein-coupled receptor |
| <i>RFTN1</i>        | 262                  | Plasma Membrane                           | Other                      |
| <i>BEX3</i>         | 261                  | Cytoplasm                                 | Other                      |
| <i>GLIPR1</i>       | 257                  | Extracellular Space                       | Other                      |
| <i>YBX3</i>         | 257                  | Nucleus                                   | Transcription regulator    |
| <i>GPRC5A</i>       | 256                  | Plasma Membrane                           | G protein-coupled receptor |
| <i>ST6GALNAC4</i>   | 255                  | Cytoplasm                                 | Enzyme                     |
| <i>MT3</i>          | 255                  | Cytoplasm                                 | Other                      |
| <i>SELENBP1</i>     | 255                  | Cytoplasm                                 | Other                      |
| <i>SERPINE1</i>     | 255                  | Extracellular Space                       | Other                      |
| <i>PTPN13</i>       | 255                  | Cytoplasm                                 | Phosphatase                |
| <i>PLA2R1</i>       | 255                  | Plasma Membrane                           | Transmembrane receptor     |
| <i>DUOXA2</i>       | 254                  | Cytoplasm                                 | Other                      |
| <i>LYPD6</i>        | 254                  | Extracellular Space                       | Other                      |
| <i>CALCRL</i>       | 252                  | Plasma Membrane                           | G protein-coupled receptor |
| <i>GNG11</i>        | 252                  | Plasma Membrane                           | Other                      |
| <i>LUM</i>          | 251                  | Extracellular Space                       | Other                      |
| <i>CYR61</i>        | 250                  | Extracellular Space                       | Other                      |
| <i>WASF3</i>        | 244                  | Cytoplasm                                 | Other                      |
| <i>UPF3A</i>        | 244                  | Nucleus                                   | Transporter                |
| <i>ALDH6A1</i>      | 243                  | Cytoplasm                                 | Enzyme                     |
| <i>ABI3BP</i>       | 239                  | Extracellular Space                       | Other                      |

|                  |    |                     |                         |
|------------------|----|---------------------|-------------------------|
| <i>IGDCC4</i>    | 69 | Plasma Membrane     | Other                   |
| <i>ENTPD3</i>    | 68 | Plasma Membrane     | Enzyme                  |
| <i>KBTBD4</i>    | 68 | Other               | Other                   |
| <i>SMARCA1</i>   | 68 | Nucleus             | Transcription regulator |
| <i>F3</i>        | 68 | Plasma Membrane     | Transmembrane receptor  |
| <i>BMP2</i>      | 66 | Extracellular Space | Growth factor           |
| <i>COL14A1</i>   | 66 | Extracellular Space | Other                   |
| <i>PXK</i>       | 63 | Cytoplasm           | Kinase                  |
| <i>LAPTM5</i>    | 63 | Plasma Membrane     | Other                   |
| <i>NID2</i>      | 63 | Extracellular Space | Other                   |
| <i>SCD5</i>      | 62 | Cytoplasm           | Enzyme                  |
| <i>EPHA3</i>     | 59 | Plasma Membrane     | Kinase                  |
| <i>KCNC2</i>     | 55 | Plasma Membrane     | Ion channel             |
| <i>ARHGAP11A</i> | 54 | Cytoplasm           | Other                   |
| <i>SLC16A9</i>   | 50 | Other               | Other                   |
| <i>MAN1C1</i>    | 49 | Cytoplasm           | Enzyme                  |
| <i>ITIH5</i>     | 42 | Plasma Membrane     | Other                   |
| <i>PIP4P2</i>    | 40 | Cytoplasm           | Phosphatase             |
| <i>SLC26A7</i>   | 40 | Plasma Membrane     | Transporter             |
| <i>ITIH2</i>     | 38 | Extracellular Space | Other                   |
| <i>SLC7A11</i>   | 37 | Plasma Membrane     | Transporter             |
| <i>IGF1</i>      | 36 | Extracellular Space | Growth factor           |
| <i>FAM83D</i>    | 35 | Cytoplasm           | Other                   |
| <i>PLBD1</i>     | 32 | Cytoplasm           | Enzyme                  |
| <i>IFT74</i>     | 32 | Cytoplasm           | Other                   |
| <i>KRT19</i>     | 32 | Cytoplasm           | Other                   |
| <i>RSPO3</i>     | 29 | Extracellular Space | Kinase                  |
| <i>CHI3L2</i>    | 28 | Extracellular Space | Enzyme                  |
| <i>VIT</i>       | 25 | Extracellular Space | Other                   |
| <i>EYA1</i>      | 25 | Nucleus             | Phosphatase             |
| <i>ISG15</i>     | 24 | Extracellular Space | Other                   |
| <i>BST1</i>      | 21 | Plasma Membrane     | Enzyme                  |
| <i>CXCL11</i>    | 19 | Extracellular Space | Cytokine                |
| <i>ZNF396</i>    | 15 | Nucleus             | Transcription regulator |
| <i>CACHD1</i>    | 12 | Other               | Other                   |
| <i>LRRC2</i>     | 12 | Other               | Other                   |
| <i>RERG</i>      | 11 | Nucleus             | Enzyme                  |
| <i>SERPINF1</i>  | 11 | Extracellular Space | Other                   |
| <i>SEPSECS</i>   | 10 | Cytoplasm           | Enzyme                  |
| <i>BMP3</i>      | 10 | Extracellular Space | GF                      |
| <i>ANXA8</i>     | 8  | Plasma Membrane     | Other                   |
| <i>IFIT2</i>     | 7  | Cytoplasm           | Other                   |
| <i>SORL1</i>     | 7  | Cytoplasm           | Transporter             |
| <i>CXCL10</i>    | 6  | Extracellular Space | Cytokine                |
| <i>SAMD9L</i>    | 6  | Extracellular Space | Other                   |
| <i>ATP1B1</i>    | 6  | Plasma Membrane     | Transporter             |

\* (Abbreviations: Corr.=correlates)

**Supplemental Table 4 Quality control metrics for RNA and sequencing.\***

| <b>Sample ID</b> | <b>[RNA]<br/>ng/μl</b> | <b>Sequences<br/>x10<sup>6</sup></b> | <b>%GC</b> | <b>%Aligned</b> |
|------------------|------------------------|--------------------------------------|------------|-----------------|
| Rb3 BA m         | 3.81                   | 38.1                                 | 44         | 81.5            |
| Rb3 BT m         | 1.74                   | 13.7                                 | 44         | 78.9            |
| Rb3 BA i         | 9.16                   | 57.1                                 | 44         | 84.5            |
| Rb3 BT i         | 32.40                  | 42.7                                 | 45         | 82.9            |
| Rb4 BA m         | 37.90                  | 20.7                                 | 47         | 82.6            |
| Rb4 BT m         | 5.16                   | 28.4                                 | 43         | 73.0            |
| Rb4 BA i         | 18.88                  | 46.2                                 | 46         | 82.5            |
| Rb4 BT i         | 6.15                   | 28.7                                 | 44         | 76.2            |
| Rb5 BA m         | 37.70                  | 5.9                                  | 45         | 86.3            |
| Rb5 BT m         | 40.80                  | 10.4                                 | 45         | 83.5            |
| Rb5 BA i         | 1.44                   | 32.6                                 | 43         | 81.5            |
| Rb5 BT i         | 3.55                   | 30.5                                 | 45         | 87.2            |
| Rb6 BA m         | 15.55                  | 11.1                                 | 46         | 87.8            |
| Rb6 BT m         | 15.92                  | 24.9                                 | 45         | 85.7            |
| Rb6 BA i         | 26.47                  | 14.3                                 | 46         | 88.0            |
| Rb6 BT i         | 15.16                  | 31.7                                 | 46         | 86.9            |

\* (Abbreviations: Rb=rabbit number, BT = basilar terminus, BA = basilar artery, i= intima, m= media)

## Supplemental Figures

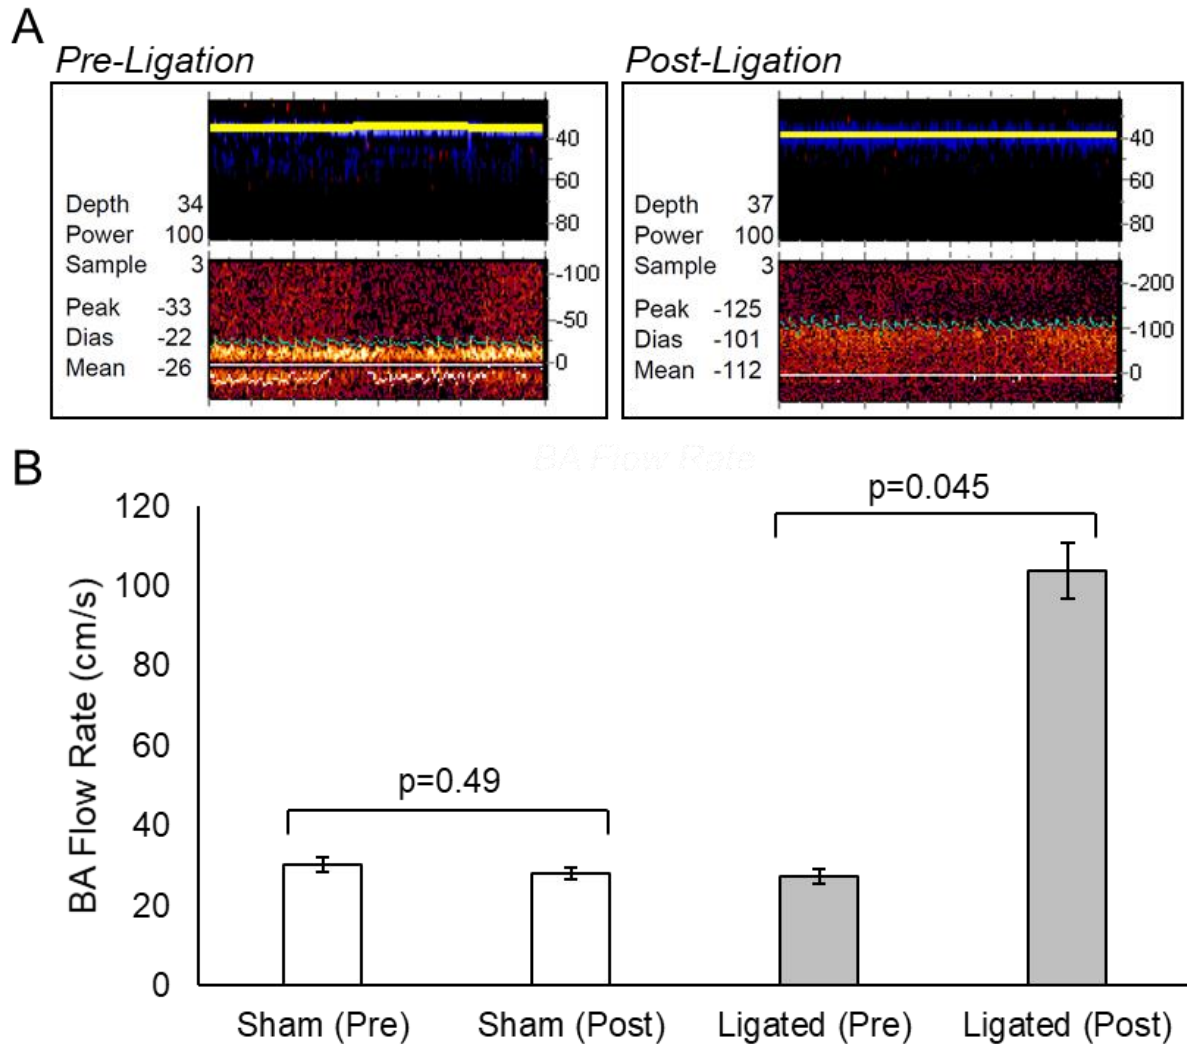

**Supplemental Figure 1: Flow rate measurements. (A).** Example TCD data for one ligated rabbit. Across the ligated rabbits, the pre-ligation average velocity ( $v$ ) = 27.5 cm/s, while post-ligation average  $v$  = 104.0 cm/s. In the shams, the pre-ligation average  $v$  = 29.4 cm/s, while post-ligation average  $v$  = 29.0 cm/s. **(B).** In control animals, sham surgery did not change BA flow rate, whereas in experimental animals, bilateral CCA ligation significantly increased the BA flow rate.

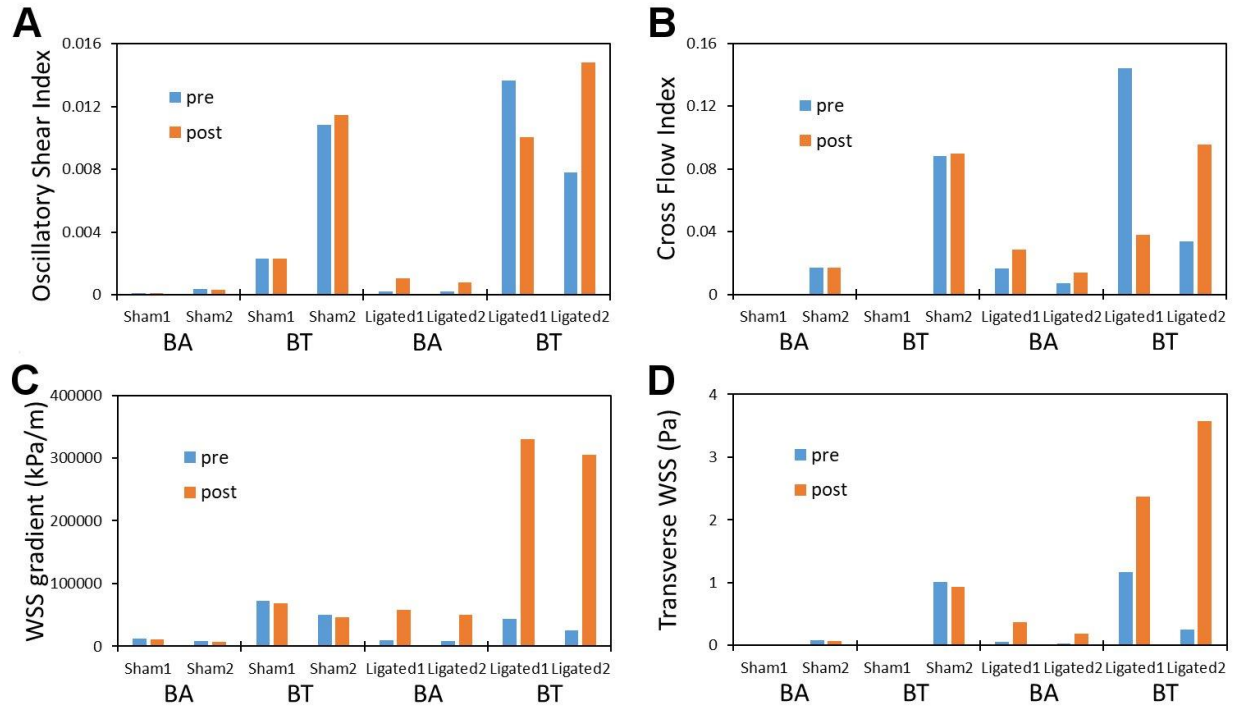

**Supplemental Figure 2: Additional hemodynamic parameters.** (A) Oscillating flow index, (B) cross flow index, (C) WSS gradient in the direction of flow and (D) transverse WSS were mapped over the 3D vascular geometry for each animal. Values for the BA were averaged over the length of the vessel, and values for the BT were averaged over the vessel surface within a 1 mm diameter sphere centered at the apex of the bifurcation (see Supplemental Figure 3 for regions that were averaged). Oscillating flow index (A) and cross flow index (B), were not appreciably affected by ligation, whereas WSS gradient in the direction of flow (C) and transverse WSS (D) were higher in ligated animal, especially at the BT.

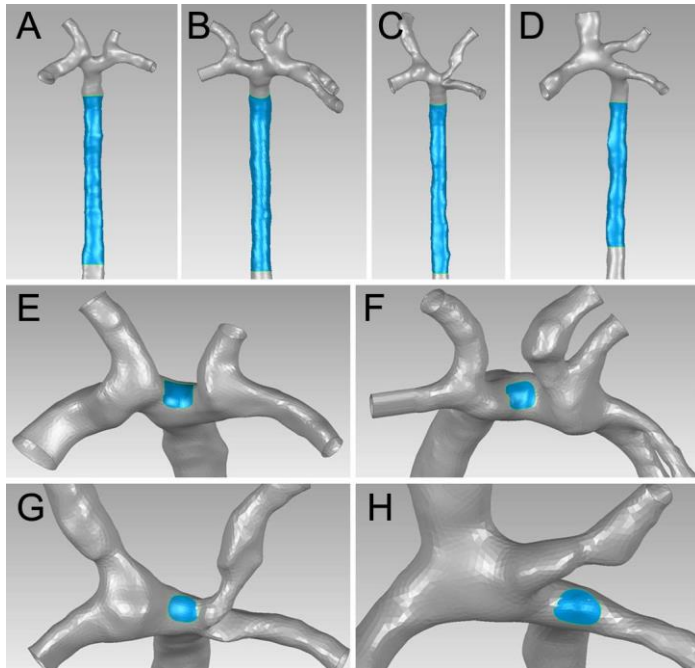

**Supplemental Figure 3: Locations of WSS measurements and tissue collection.** Panels A-D show the geometries of the 4 vasculatures that were analyzed in this study, with the region of the BA over which WSS was averaged marked in blue. Long longitudinal strips of intima and media were dissected throughout this same blue region when collecting tissue by laser microdissection for the RNAseq analyses. (A) Sham 1, (B) Sham 2, (C) Ligated 1, (D) Ligated 2. Panels E-H show a magnified view of the BT, with the region of which WSS was averaged and within intima and media tissue were collected again shaded in blue. (E) Sham 1, (F) Sham 2, (G) Ligated 1, (H) Ligated 2.

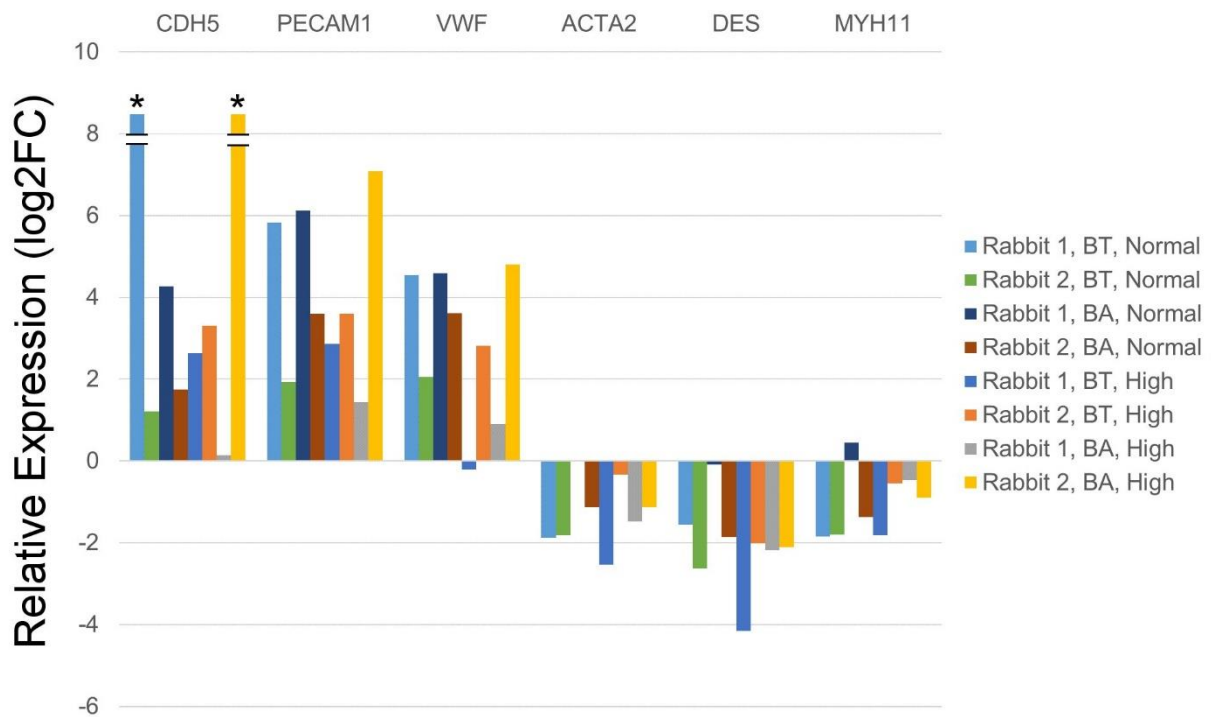

**Supplemental Figure 4: Relative expression of endothelial and smooth-muscle markers in intimal and medial transcriptomes.** To assess how well intimal and medial tissues were separated by microdissection, the expression of genes for markers of endothelial cells and smooth muscle were compared for each paired set of intimal and medial samples from the 8 sampling locations in the study. The log2 fold change between intimal and medial tissue are shown for the endothelial markers, *PECAM1*, *VWF*, and *CDH5*, on the left, and the smooth-muscle markers, *DES*, *ACTA2*, and *MYH1*, on the right. \* marks measurements for which there was no detectable expression in the medial samples, so the fold change would be mathematically infinite. Endothelial markers are much more abundant in intimal samples, and smooth-muscle markers are less abundant than in their intimal counterparts

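On the log2 scale of Supplemental Fig. 4, the mean difference between intima and media over the 8 pairs was 3.84 for PECAM1, 2.73 for VWF and 2.94 for CDH5, with a pseudocount of 0.5 CPM added to both layers. It was -2.22 for DES, -1.44 for ACTA2 and -1.19 for MYH11. The endothelial markers had their largest ratios in the ligated BA pair of rabbit 6, where PECAM1 was 657 CPM in the intima and 5.77 CPM in the media. The media library of that pair had 22 counts of PECAM1, 173 of VWF and 0 of CDH5.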

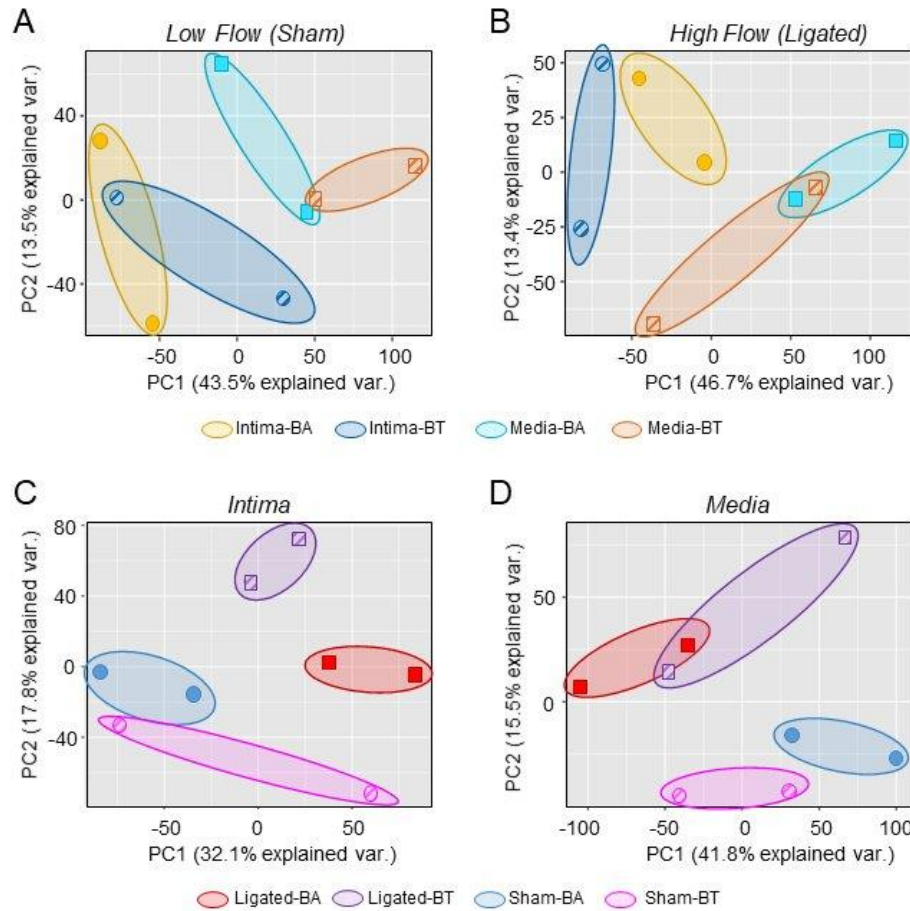

**Supplemental Figure 5: Additional Principal Component Analysis of gene expression.**

Principal component analysis was performed on the gene expression levels for all genes that had a count sum >0 across all samples. The first 2 principal components for the collective gene expression in each sample are plotted for samples from **(A)** all sham rabbits, **(B)** all ligated rabbits, **(C)** all intimal samples, and **(D)** all medial samples. Colored ellipses indicate paired duplicates from 2 different rabbits. 

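Among the 8 libraries of sham rabbits, PC1 held 37.1% of the variance and PC2 18.5%. The intimal and medial libraries did not overlap on PC1 (exact two-sided permutation test, 4 against 4, p = 0.0286), while BA and BT libraries did (exact p = 0.543). Among the 8 libraries of ligated rabbits, the shares were 40.2% and 15.9%, the layers again did not overlap on PC1 (exact p = 0.0286), and the locations did (exact p = 0.257). With genes scaled to unit variance, the p for the layers became 0.0571 in both sets. No straight line in the plane of both components parted the BA from the BT libraries in either set.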

Intimal and medial expression separated well in both sham and ligated animals (A and B), while samples from different locations tended to be less clearly separated and displayed more overlap; e.g., intima-BA and intima-BT in A). 

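Over the 8 intimal libraries, PC1 held 34.1% of the variance and PC2 15.5%, and the sham and ligated libraries did not overlap on PC1 (exact two-sided permutation test, p = 0.0286). Over the 8 medial libraries, the shares were 35.7% and 17.9%, with an exact p for flow of 0.0857 on PC1 and 0.0571 on PC2. A straight line in the plane of both components parted the sham from the ligated libraries in each layer, under log2(count + 1), under scaled genes and under log2(CPM + 1). The exact p of PC1 for the location was 0.943 in the intima and 0.914 in the media.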

Panels C and D illustrate the effect of increased flow, with the clearest separations occurring between ligated versus sham samples for both intima and media genes. Samples were again less clearly distinguished by location (e.g., ligated-BA vs ligated-BT in D).

How the deposited data were processed for this re-analysis (not part of the article)

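The data were the RNA-seq counts of 16 libraries, from the intima and the media of the BA and the BT of 4 rabbits, rabbits 3 and 4 with sham surgery and rabbits 5 and 6 with bilateral ligation of the common carotid arteries, 24 h after surgery. Each flow group of each tissue thus held 2 rabbits. The authors amplified the RNA with SMART-Seq v4, made Nextera libraries, sequenced single reads on a NextSeq500, aligned them without trimming to oryCun2 with STAR, kept uniquely mapped reads, and counted reads per gene with featureCounts and the Ensembl annotation. The deposited values are raw counts per gene symbol, for 13788 symbols and 1 entry without a symbol. All 16 columns were used. The entry without a symbol was left out of the totals and the tests. Dates had replaced 22 symbols, and these were kept as they stood and not mapped to genes. Of all symbols, 12688 were in the reference table of gene symbols. No reads were re-aligned.

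Counts on named genes ranged from 5211886 to 17686105 in the intimal libraries and from 2154863 to 11219236 in the medial libraries. A count of 0 was read as up to 3 counts (the limit at 95%, for counting error alone), and folds against a group whose libraries all held 3 counts or fewer were computed against 3 counts and are given as lower bounds. Pearson's chi-square per degree of freedom between the replicates of a group was 22.5 to 456, so the spread between rabbits exceeded counting error throughout, and errors are given as SDs between rabbits or as standard errors of the fitted models.

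Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, a quasi-likelihood fit in its older form (legacy = TRUE) and an F test, in a separate fit of 2 ligated against 2 sham libraries for the BA intima, BT intima, BA media and BT media. A gene was tested when its mean was above 1 CPM in at least 1 of the 2 groups, since gene lengths for RPKM were not used here. The q-value threshold was 0.05 after Benjamini-Hochberg adjustment over the genes tested in a comparison. Standard errors are on the log2 scale. Ligated and sham animals were different rabbits, so these comparisons could not be paired. The difference of the change with ligation between the BT and the BA was tested as an interaction within each layer, also with rabbit as a block. The BT was also compared with the BA within each flow group, and with rabbit as a block. Gene lists were tested with camera and fry of limma 3.58.1, with an inter-gene correlation of 0.01 in camera. The 10 lists (TRiC chaperonin subunits, contractile VSMC genes, endothelial, macrophage, leptomeningeal and brain parenchymal markers, interferon response, immediate early, matrix and flow-responsive endothelial genes) were written before the counts were seen, and the 40 list tests were adjusted together. Several lists hold intimal genes that the paper had called on these same libraries.

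Expression values for markers, correlations and WSS were TMM-normalized CPM, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Intima to media ratios were taken within each of 8 pairs from the same rabbit and location and tested by an exact two-sided sign-flip permutation test on log2 ratios with a pseudocount of 0.5 CPM. Principal components were computed on log2(count + 1) over genes with a count, and tested by exact two-sided permutation of 4 against 4 libraries. Intima-media gene pairs were counted at |r| above 0.9 and p below 0.0001 over 8 rabbit-locations. Correlations with WSS used the group averages of the text. Their exact permutation test kept the 2 libraries of each WSS value and was adjusted over the 18 genes of Table 2. It took the 8 libraries as exchangeable, although they came from 4 rabbits. Random lists of genes were drawn 10000 times from 20 bins of mean expression.

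Genes named in the text were set by a rule written before the counts were seen: the 18 genes of Table 2, the 6 cell markers and the leukocyte markers, in each comparison of flow the 2 genes with the smallest q-value in each direction past the threshold, the 2 genes with the smallest q-value of each interaction, and the members of a gene list where the list is reported. The other genes of Table 1 are given as counts. Genes outside this rule are named where a count was 5 or fewer or a feature stood apart, and were chosen after their values were seen.

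The differential expression tests were checked on simulated data with the dispersions of these libraries. In these data, 200 of the more abundant genes were changed by 3 on the log2 scale. The quasi-likelihood test found 66%, 63%, 82% and 85.5% of them in the BA intima, BT intima, BA media and BT media. The pair analysis was checked on random normal values, in which the planted partners were near copies. It found 10 of 10 planted positive and 10 of 10 planted negative pairs, and 15 of 160000 unrelated pairs. That check cannot show how well weaker pairs are found in the counts of these libraries. Alternatives tried were no composition normalization, RLE scaling, all genes with a count, edgeR's filterByExpr, DESeq2 1.42.0, a fit per layer, a fit over 16 libraries, edgeR's version 4 quasi-likelihood form, other expression scales and pseudocounts, and leaving out each rabbit. The likelihood ratio test, the exact test, the correlation lists of the paper, DESeq2 and the exact test, and raw counts against WSS were added after the counts had been seen. Enrichment of gene ontologies, pathway analysis, WSS of individual animals and the genes encoding CD16, CD64 and CD68 were not analysed here. Some items among the genes set by the rule are not reported here.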

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

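The tests in this part were chosen after the results they examine had been seen.

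Among 8 sets of values examined for a single pair of tissues far from the others, 2 had such a pair. Chance gives about 5% where values have a normal spread. The 2 sets were skewed ratios on the linear scale, so their pairs may stand apart because of the scale. On the log2 scale, the highest ratio of CDH5 was 6.30 and the next 4.09. For DES the highest was -0.268, the next -1.82 and the lowest -4.41. The intima to media ratio of CDH5 was at least 78.8 in the ligated BA of rabbit 6, with 0 counts in the media, against a mean of 7.81 over the other pairs. Less endothelial RNA in the ligated BA media library of rabbit 6 would give PECAM1 and VWF their lowest level of the 8 media libraries there. They were 5.77 and 45.3 CPM, at rank 3 from the lowest, below most media libraries and above both of rabbit 3 (2.92 and 4.65 CPM of PECAM1, 32.0 and 27.3 CPM of VWF). In the intima of the same pair, CDH5 was 55.3 CPM and PECAM1 657 CPM, each at rank 2 from the highest. Less endothelial RNA in the media thus cannot be told apart from more of it in the intima, as a ratio holds both and PECAM1 and VWF were at neither extreme in either library. A biological cause was not tested, and leaving the pair out did not change the direction of the marker.

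DES in the intima was 83.0% of its level in the media in the sham BA of rabbit 3, against a mean of 19.8% over the other 7 pairs. More smooth-muscle RNA in the sham BA intima library of rabbit 3 would give all 3 markers their highest level of the 8 intima libraries there. ACTA2 (71630 CPM, next 45276) and MYH11 (1707 CPM, next 660) did so, but DES was 443 CPM, at rank 4 (639, 582 and 454 CPM were higher), and in the media of this pair it was 534 CPM, the lowest of 8. More smooth-muscle RNA in the intima thus cannot be told apart from less DES in the media, because the markers went both ways. The sham BA intima of rabbit 3 also had the greatest depth, which does not enter a ratio of CPM. No biological explanation was tested.

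The change with ligation in the media differed between the BT and the BA for APOD by 2.86 and for CP by 2.65 on the log2 scale (BT minus BA, q = 0.0426 for each). APOD was 11348 and 9145 CPM in the sham BA media, 865 and 824 CPM in the ligated BA media, 1466 and 1125 CPM in the sham BT media and 546 and 1006 CPM in the ligated BT media. CP was 1865 and 1713, 810 and 511, 451 and 404, and 1063 and 921 CPM in the same groups. The interaction test had q-values from 2.53e-08 to 0.0774 for APOD and from 4.23e-06 to 0.0774 for CP over its alternatives, and both genes fell short of the threshold only with edgeR's version 4 form. The composition normalization does not explain the difference, as scaling by library size alone gave a q-value of 0.0105 for both genes. RNA of leptomeningeal cells in the sham BA media would raise the difference for their other markers too. The median of the 14 leptomeningeal genes was -1.59, against 0.16 for all genes, but 5 of the 14 lay above 0. Log2 fold changes with ligation in the BA and BT media were -2.53 and -0.71 for LUM, -1.72 and 0.01 for DCN, -2.69 and -1.07 for MFAP5 and -1.84 and -2.75 for OGN. RNA of leptomeningeal cells thus cannot be told apart from a response to ligation that differs between the BA and the BT, because the genes of the list went both ways. Other differences between the pieces of tissue collected at each location were not tested.

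The hemoglobin gene HBB2, which the paper does not discuss, ranged over the intimal libraries from 4.68 CPM in the sham BA of rabbit 3 to 129410 CPM in the sham BT of rabbit 4, where it took 13.2% of the counts. It was 91373 CPM in the sham BA of rabbit 4, 1876 CPM in the sham BT of rabbit 3, 29861 and 56851 CPM in the ligated BT and 3275 and 15269 CPM in the ligated BA, so it did not follow the flow groups. Red blood cells left in the vessel are a candidate explanation. ALAS2, another erythroid gene, followed HBB2 over the 8 intimal libraries, with Spearman's rho of 0.881 (exact two-sided permutation p = 0.00724) and Pearson's r on log2 CPM of 0.962 (exact p = 0.000347, and r = 0.907 without the 2 libraries farthest from the median). A gene that takes this share of the counts lowers the CPM of all others when libraries are scaled by size alone, which the composition normalization is meant to offset.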

How the results depend on the processing

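The alternatives were set before the data were examined, except edgeR's likelihood ratio and exact tests, rabbit as a replicate block between the BT and the BA, the gene lists taken for the pair analysis and the raw counts against WSS, which were chosen after the results had been seen. Counts were taken as unchanged within 1.5 times. The causes of the changes below were not tested.

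The numbers of DEGs moved with the genes tested and with the test. In the BA intima, BT intima, BA media and BT media they were 123, 346, 507 and 557 with all genes with a count, 116, 591, 465 and 553 with DESeq2, 10, 60, 38 and 19 in a fit over 16 libraries, 62, 530, 380 and 483 with the likelihood ratio test, and 42, 257, 310 and 359 with the exact test. With edgeR's version 4 quasi-likelihood, 3 genes passed in the BA intima (ANKRD1, TM4SF18 and TIMP1, named after their values were seen) and 7 in the BA media. The BA media had 41 with filterByExpr and 211 in a fit per layer. Without composition normalization and with RLE scaling all 4 counts stayed within 1.5 times, and of the DEGs of the BA media and BT media, 66 of 71 and 170 of 206 were called without composition normalization, and all with the exact test. The likelihood ratio test and DESeq2 had 13.4% to 18.0% and 15.1% to 29.7% false calls on simulated data.

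The genes shared by the BA and BT intima numbered 67 with all genes, 61 with DESeq2, 8 in the fit over 16 libraries, 35 with the likelihood ratio test and 24 with the exact test, and the genes at either location 402, 646, 62, 557 and 275, and 3 with version 4. In the media, the shared genes were 179, 146, 8, 120 and 99 in the same order, 23 with filterByExpr, 76 in a fit per layer and 4 with version 4 (ANKRD1, DPEP2, PLS3 and TNC, named after their values were seen). The genes at either location were 885, 872, 49, 743 and 570, and 155 with version 4. The genes of Table 1 past the threshold numbered 14 with all genes, 11 with DESeq2, 2 in the fit over 16 libraries (among them TIMP1), 1 with version 4 (TIMP1), 11 with the likelihood ratio test and 9 with the exact test in the BA, and 45, 43, 8, 46 and 41 in the BT in the same order without version 4, which gave 0 there (49 of 49 at an unadjusted p below 0.05).

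The interaction of location and flow gave 121 intimal genes with all genes with a count and 44 with DESeq2. In the media it gave 41 and 22 with these, 47 with rabbit as a replicate block, and 0 with version 4 (634 at an unadjusted p below 0.05). The block left the intimal count at 0 (332 at an unadjusted p below 0.05). Between the BT and the BA within a flow group, the block gave 10 genes in the sham intima, 132 in the sham media and 178 in the ligated media, against 0, 1 (APOD) and 1 (CRYAB) without it, named after their values were seen, and 0 in the ligated intima with and without it (221 and 260 at an unadjusted p below 0.05). On simulated counts of these 4 comparisons, 2.68% to 4.19% of the calls with the block were false. These counts were drawn from the model with the block, so they cannot show whether it suits the real libraries. No paired analysis of flow was possible, because each rabbit was either sham or ligated. RPKM as the input of edgeR was not run, since gene lengths were not used here.

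Leaving out each rabbit in turn gave a mean VWF ratio from 8.18 to 14.0 and a mean MYH11 percentage from 46.3% to 58.3%, with an exact sign-flip p of 0.0625 for VWF without rabbit 3, 4 or 6 and for MYH11 without rabbit 4, 5 or 6, where 6 pairs remain. With log2(CPM + 1), the exact permutation p of the principal components became 0.0286 for PC2 by flow at the BA, PC1 by flow and PC2 by layer at the BT, and PC1 by flow in the media, and 0.229 for PC2 by flow at the BT. PC2 at the BA then also followed the total count, with an r of 0.739 in absolute value. With scaled genes it was 0.143 for PC1 by flow in the intima, 0.0286 for PC2 by flow in the media and 0.0571 for PC1 by layer in the sham and the ligated set.

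No correlated pair could be counted under any alternative of the pair analysis itself, because no intimal gene passed the threshold. With the paper's 194 intimal genes there were 189 pairs, with DESeq2's lists 1463, and with the exact test's lists 473. With the paper's 194 genes the number was 339 on log2(CPM + 1), 1882 at |r| above 0.9 alone, 2725 for Spearman's rho above 0.9, and from 3151 to 6013 without 1 rabbit, where the 6 remaining values were held to |r| above 0.9 alone. The genes whose r with WSS had an adjusted p below 0.05 numbered 7 on log2 WSS and 0 without any 1 rabbit, where fewer libraries limit the smallest p. Of 40 list tests, 2 passed with fry and 0 with an estimated inter-gene correlation.

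Of the fold changes of named genes, 286 of 350 under the alternatives set in advance kept their direction and their side of the threshold, 61 passed it anew and 3 no longer passed. Under the added tests 37 of 88 kept their side and 51 passed anew. Without 1 rabbit, 128 of 176 stayed within 1 SD and 48 moved by more, and none of these 44 fold changes changed sign. Of the genes of Table 1 outside them, HP and IGFBP2, named after their values were seen, did so in the BT intima without rabbit 3, from -9.05 to 0.01 and from -5.08 to 0.42. Of the correlations with WSS, 50 of 54 kept their side under the alternatives set in advance, and 56 of 72 without 1 rabbit. Of the list tests, 89 of 120 kept their side, 1 passed anew and 30 no longer passed.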

Differences from the paper's values

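In the BA intima, the paper's 31 DEGs (19 with increased and 12 with decreased expression) compare with 0, 0 and 0 here, where 226 genes with increased and 308 with decreased expression had an unadjusted p below 0.05. In the BT intima, the paper's 180 DEGs (54 increased, 126 decreased) compare with 0, 0 and 0, where 399 and 680 genes did. None of the alternatives set before the data were examined gave values within 1.5 times of these. With edgeR's exact test, chosen after seeing the values, 42 genes passed in the BA intima (23 increased, 19 decreased) and 257 in the BT intima (84 increased, 173 decreased), which closed the gap except for the decreased genes of the BA and the increased genes of the BT.

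In the BA media, the paper's 334 DEGs (190 increased, 144 decreased) compare with 71 (38 increased, 33 decreased). Of the alternatives set before the data were examined, DESeq2 gave 465 (268 increased, 197 decreased), and all genes with a count (272) and a fit per layer (130) came within 1.5 times for the increased genes alone. The likelihood ratio test gave 380 (193 and 187) and the exact test 310 (164 and 146), both chosen after seeing the values. In the BT media, the paper's 159 genes with increased expression compare with 102. With no composition normalization there were 126, and with the exact test 183. The others set before the data were examined did not close this gap.

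The paper's 21 DEGs at both locations of the intima compare with 0 here, and its 194 at either location with 0. No alternative set before the data were examined closed these gaps, and the exact test, chosen after seeing the values, gave 24 and 275. For the media, the paper's 113 shared DEGs compare with 35, with 146 under DESeq2 and 76 in a fit per layer, and with 120 under the likelihood ratio test and 99 under the exact test, both chosen after seeing the values.

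Of the DEGs that code for extracellular products, the paper has 10 in the BA intima (3 upregulated, 7 downregulated) against 0, 0 and 0 here, and 44 in the BT intima (11 and 33) against 0, 0 and 0. With all genes with a count there were 14 in the BA, within 1.5 times for the total and the 9 downregulated genes. DESeq2 gave 11 (3 and 8), and a fit over 16 libraries gave 2 upregulated genes, within 1.5 times of the paper's 3. In the BT, all genes with a count gave 45 (11 and 34) and DESeq2 43 (11 and 32). The likelihood ratio test gave 11 (3 and 8) and 46 (11 and 35), and the exact test 9 (3 and 6) and 41 (9 and 32), both chosen after seeing the values.

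The paper's ratio of CDH5, at least 7-fold, compares with at least 16.7 here, and as both are lower bounds they do not exclude each other. The ratio of the mean CPM (5.95), the geometric mean (7.48) and the mean without rabbit 6 (7.63) came within 1.5 times of it, and the other alternatives set before the data were examined did not. For SAMD9L in the BT intima, expression decreased by the paper's 2.41 on the log2 scale and by 2.36 here, with 2.40 under RLE scaling and 2.40 under DESeq2.

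The paper's 14286 positively correlating gene pairs and 15491 negatively correlating gene pairs compare with 0 and 0 here, and none of the alternatives set before the data were examined changed that, as no intimal gene passed the threshold. With gene lists chosen after seeing the values, the positive pairs came within 1.5 times under DESeq2's lists at |r| above 0.9 alone (12158) or by Spearman's rho (10673, with 10064 negative pairs), and under the exact test's lists without rabbit 4 (11148) or without rabbit 5 (10570). The negative pairs did so under DESeq2's lists without rabbit 3, 4 or 5 (11901, 12746 and 11522).

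The paper's 18 extracellular DEGs with over 200 medial correlates compare with 0. With DESeq2's lists, chosen after seeing the values, the number was 3 without rabbit 3 (C1QTNF7, CYTL1 and ABI3BP), 3 without rabbit 4 (SPP1, OMD and SELENOP) and 2 without rabbit 5 (among them SERPINA6). The paper's most and fewest correlates of an intimal gene, 301 and 6, compare with 0 and 0, and the most was 244, 248, 236 and 208 with DESeq2's lists without rabbit 3, 4, 5 and 6.

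For the genes of Table 2, the correlates with the paper's 194 intimal genes and the 242 medial DEGs found here were 0 for SERPINA6 (the paper's 287), 10 for GLIPR1 (257), 1 for ADAMTS9 (235), 1 for TIMP1 (224), 1 for IL15 (219), 1 for CYTL1 (283), 0 for NDP (281), 1 for SPP1 (269), 0 for C1QTNF7 (267), 0 for LYPD6 (254), 0 for LUM (251), 3 for CYR61 (250), 1 for ABI3BP (239), 0 for CST6 (233), 0 for PLA2G7 (215), 9 for OMD (204) and 0 for MFAP5 (202). No alternative with the 194 genes reached the paper's values. Those above 242 were out of reach, as only 242 medial genes entered and the paper's medial list was larger. Over these alternatives, a gene of Table 1 had at most 99 correlates, without rabbit 4.

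The paper states that CD14 was not detectable, and here it had 402 to 1400 counts in the intimal libraries. The paper marks most of the genes of Table 2 as significant at the BT and several at the BA, and here 0 of the 18 passed at either location, with unadjusted p-values below 0.05 for all 45 genes that Table 1 marks at the BT. At the BA, a fit over 16 libraries called TIMP1, as did version 4, both set before the data were examined. In the BT, the fit over 16 libraries called TIMP1, ADAMTS9, PLA2G7 and SPP1. The paper describes SERPINA6 among the genes strongly linear in WSS, and here its r (0.798) was below the paper's limit. On log2 WSS, set before the data were examined, its r was 0.846, and with raw counts, chosen after seeing the values, 0.961. The legend of Fig. 4 gives a higher limit, which ADAMTS9 (0.926) passed here and TIMP1, IL15 and SERPINA6 did not. With raw counts, TIMP1 (0.909) and SERPINA6 passed it too.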

Other observations

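The tests of TRiC, of the pairing of intima and media and of the lower genes in both sham rabbits were written before their results were seen, and the other tests in this part were chosen after.

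All 8 subunits of the TRiC chaperonin had higher expression in ligated animals in each of the 4 comparisons, which share the same 4 rabbits, with a median log2 fold change of 0.91 in the BA intima, 0.80 in the BT intima, 1.44 in the BA media and 0.53 in the BT media (limma's camera, adjusted p = 6.98e-06, 9.81e-05, 7.96e-10 and 0.00667). With fry, the BA media passed (adjusted p = 0.0489), and the others did not (0.209 to 0.263). With an estimated inter-gene correlation none did (0.673 each). In the BA media, all 8 passed when adjusted over the list alone and 1 over all genes, CCT2 (q = 0.0491). The medians lay at the 99.77, 96.76, 99.98 and 98.22 percentile of 10000 random lists of like expression, so a general rise of abundant transcripts does not explain them in the media. Scaling by library size alone moved the median of all genes by more than 0.1 in the media, to -0.29 in the BA and 0.18 in the BT, and left the TRiC median at 0.68 or more, so the composition normalization does not explain the rise. A rise of the chaperonin with ligation may be a response of the artery wall, as a hypothesis found and tested on the same libraries.

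The genes of Table 1 with lower expression in the ligated BT intima were high in the sham library of rabbit 3, and lists of cell markers were examined for RNA of other cells in it. The leptomeningeal list (14 genes in the data, 11 of them among the paper's 194) had a median log2 ratio of rabbit 3 to rabbit 4 of 3.40, and the 3 genes outside the 194 lay at the 99.83 percentile of random lists. Its most abundant genes there were OGN (12599 CPM, 3612 in rabbit 4) and DCN (2832 CPM, 861 in rabbit 4). OGN and DCN were also 9449 and 6989 CPM in the sham BA media of rabbit 3. The macrophage list (11 genes, 7 among the 194) had a median of 4.04, and its 4 genes outside the 194 lay at the 92.94 percentile. Its most abundant genes were AIF1 (337 CPM, 6.15 in rabbit 4) and CD74 (335 CPM, 19.9 in rabbit 4). RNA of leptomeningeal cells or macrophages in that library may contribute and cannot be told apart from lower expression after ligation, because most list genes were picked from these libraries and few are left. RNA of brain parenchyma was excluded, as no brain gene of 9 exceeded 4.06 CPM there. Of the 34 lower genes, 94.1% were also higher in rabbit 4 than in both ligated libraries, which a loss of expression with ligation predicts, but the genes were chosen on these libraries. The endothelial list was lower in rabbit 3 than in rabbit 4 (median -1.54).

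The correlated intima-media pairs were as many or more in 71.4% of the re-pairings within flow groups. A response to ligation shared by both lists, without a link between the intima and the media of the same rabbit, may account for them. The real pairing had 189 pairs against a median of 207 over the re-pairings. It also fell below the median with the exact test's lists (473 against 543) and DESeq2's lists (1463 against 1569). With |r| above 0.9 alone it lay above the median (1882 against 1783), and 31.6% of the re-pairings gave as many or more. These counts gave no sign of a link within rabbits in addition to the shared response. The 48 pairs left after removal of the flow means were not compared with re-pairings, so they leave such a link open. How strong a link the re-pairings would find with 2 rabbits per flow group was not tested.

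CD14 was counted in every library. RNA of macrophages could be a source, but in the ligated BT intima the summed CPM of the 11 other macrophage genes was at most 2.22, against 121 and 54.7 CPM of CD14, which excludes macrophages as the source there. The sum was 1480 CPM in the sham BT intima of rabbit 3, 102 in that of rabbit 4, 759 and 7.32 in the sham BA intima and 153 and 11.3 in the ligated BA intima. In the 8 medial libraries it was 83.1 to 511 CPM, against 2.36 to 27.8 CPM of CD14. Macrophages are thus not excluded as the source of CD14 in the media. RNA of endothelial cells is a candidate source in the intima, since CD14 was higher there in 8 of 8 pairs.

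The common biological coefficient of variation was 0.807 or more in the intima and 0.713 or less in the media. Whether this larger spread is why no intimal gene passed the threshold was left open. On counts simulated at the intimal spread, the same test found 66% and 63% of more abundant genes changed by 3 on the log2 scale. In the real libraries, edgeR's exact test called 42 and 257 genes. The spread alone thus did not preclude calls, but the size of the true changes is not known. PC1 of log2 counts followed the total count per library with r of 0.936 or more in absolute value, and the sequencing depth is a candidate explanation, as these values are not scaled for depth. Intimal libraries had a median total of 10777693 counts and medial libraries 5257563, so depth and layer were not separate.

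Of the 40 list tests, 15 had an adjusted p below 0.05 in limma's camera, and 14 when libraries were scaled by size alone. With fry only TRiC and the leptomeningeal list in the BA media passed (0.0175 for the latter), and with an estimated inter-gene correlation none did (0.673 to 0.977). The leptomeningeal list fell in the BT intima (14 of 14 lower, median -5.96, or -5.69 with genes at the floor at their bound, adjusted p = 6.98e-06) and the BT media (-2.19, 0.00689), with 0.0514 in the BA media and 0.131 in the BA intima. The macrophage list fell in the BT intima (-9.88, or -7.62 with bounds, 0.00232) and the BA media (-1.42, 0.00101), with 0.900 in the BA intima and 0.131 in the BT media. The interferon list (6 genes among the 194) fell in the BT intima (-5.66, or -3.68 with bounds, 4.36e-06), with 0.905, 0.401 and 0.139 in the BA intima, BA media and BT media. The immediate early list had 0.0246 in the BA intima, 0.00348 in the BT intima, 0.0483 in the BT media (0.055 scaled by size alone) and 0.401 in the BA media. Of the genes tested in the BT intima, 11 of 14 leptomeningeal, 7 of 11 macrophage and 3 of 9 immediate early genes were also among the 194. The paper called the 194 on these same libraries. The intimal tests of these lists and of the interferon list are therefore not independent evidence. The contractile list fell in the BA intima (-0.41, 0.00818) and had 0.548 in the BT intima. The endothelial list rose in the BT intima (0.61, 0.00689), with 0.206, 0.401 and 0.206 in the BA intima, BA media and BT media. In the order BA intima, BT intima, BA media and BT media, the adjusted p was 0.401, 0.747, 0.336 and 0.401 for the matrix list, 0.900, 0.139, 0.811 and 0.398 for the brain list and 0.751, 0.238, 0.190 and 0.969 for the flow-responsive endothelial list.

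Between the BT and the BA within a flow group, 1 medial gene passed the threshold in sham rabbits, APOD (log2 fold change -2.98, q = 0.0125, edgeR quasi-likelihood F test), and 1 in ligated rabbits, CRYAB (-1.67, q = 0.0152). These genes were named after their values were seen. At an unadjusted p below 0.05 there were 354 and 621 genes. These fits did not block on rabbit. With rabbit as a replicate block, 132 medial genes passed in sham rabbits (64 higher and 68 lower in the BT) and 178 in ligated rabbits (78 higher and 100 lower), APOD and CRYAB among them.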
